# Fat sensory cues in early life program central response to food and obesity

**DOI:** 10.1038/s42255-025-01405-8

**Published:** 2025-12-01

**Authors:** Laura Casanueva Reimon, Ayden Gouveia, André Carvalho, Joscha N. Schmehr, Mouna El Mehdi, Rolando D. Moreira-Soto, Carlos G. Ardanaz, Janice Bulk, Lionel Rigoux, Paul Klemm, Anna Lena Cremer, Frederik Dethloff, Yvonne Hinze, Heiko Backes, Patrick Giavalisco, Sophie M. Steculorum

**Keywords:** Obesity, Feeding behaviour

## Abstract

Maternal obesity predisposes offspring to metabolic diseases. Here, we show that non-nutritive sensory components of a high-fat diet (HFD), beyond its hypercaloric, obesogenic effects, are sufficient to alter metabolic health in the offspring. To dissociate the caloric and sensory components of HFD, we fed dams a bacon-flavoured diet, isonutritional to a normal chow diet but enriched with fat-related odours. Offspring exposed to these fat-related odours during development display metabolic inflexibility and increased adiposity when fed HFD in adulthood independently of maternal metabolic health. Developmental exposure to fat-related odours shifts mesolimbic dopaminergic circuits and Agouti-related peptide (AgRP) hunger neurons’ responses to phenocopy those of obese mice, including a desensitization of AgRP neurons to dietary fat. While neither neonatal optogenetic activation of sensory circuits nor passive exposure to fat-related odours is sufficient to alter metabolic responses to HFD, coupling optogenetic stimulation of sensory circuits with caloric intake exacerbates obesity. Collectively, we report that fat-related sensory cues during development act as signals that can prime central responses to food cues and whole-body metabolism regulation.

## Abstract (web summary)

Non-nutritive sensory components of high-fat diet, such as bacon flavour, are sufficient to impair metabolic health in offspring in mice.

## Main

Exposure to a maternal hypercaloric, hyperlipidaemic diet during development is a major risk factor for life-long obesity and metabolic syndrome^1–5^. Maternal obesity and consumption of calorie-rich high-fat foods predispose offspring to a wide array of metabolic and behavioural impairments, including adiposity and insulin resistance, and shift food preference towards increased intake of highly palatable foods^1–5^. Extensive research has shown that the metabolic consequences of maternal high-fat diet (HFD) consumption, such as excess gestational weight gain, adiposity and insulin resistance, are considered key contributors to the metabolic programming of the offspring^1–5^. However, outcomes of metabolic programming can occur in lean HFD-fed dams independent of maternal adiposity or insulin resistance^1–3,6–8^, suggesting that the heightened risk of obesity development in the offspring is not solely triggered by maternal obesity or nutritive components of HFD per se. It is unknown which components of HFD, aside from its nutritive effects, can trigger metabolic programming.

Food is not only composed of nutrients, but also contains non-nutritive sensory components such as volatile odours. Although the hypercaloric component of HFD has been a major focus of interest, HFD carries a distinct chemosensory signature. During development, fetuses and newborns are exposed to both nutritive and non-nutritive sensory food signals where volatile odours from the mother’s diet are directly transferred to the amniotic fluid and milk^9–14^. Perinatal olfactory experiences foster sensory memories upon which the organism relies throughout life to make food choices and dictate feeding habits until adulthood towards a preference for the odours encountered during development^12,13,15–19^. To date, the consequences of developmental exposure to non-nutritive sensory food cues of HFD on life-long regulation of the central representation, preference, intake and metabolic response to HFD remain elusive.

While the role of the sensory environment during development is yet to be defined, food sensory perception has emerged as a regulator of key neural circuits that control feeding behaviour and whole-body metabolism in adulthood^20–29^. Here, we explored the influence of fat-related sensory cues during development, independent of the nutritive content, on the regulation of the central responses to food cues, metabolic health and obesity susceptibility during adulthood.

## A model for developmental exposure to fat-related sensory cues

To dissociate the nutritive caloric components from the non-nutritive sensory components of HFD, we designed a diet that is isonutritional to commonly used normal chow diet (NCD) but flavoured with fat-related odours. To selectively mimic the commonly used lard-based HFD (HFD_lard_), we enriched NCD with bacon odours to create an isonutritional bacon-flavoured diet (BFD) (Fig. 1a). We first aimed to characterize the diet’s odour profile by performing a thermal-desorption gas chromatography–time-of-flight mass spectrometry (TD-GC–ToFMS)-based analysis of volatile organic compounds (VOCs) emitted by these diets. To investigate whether the BFD sensory profile resembles that of HFD_lard_ particularly, we also included a non-pork-based HFD: a butter fat-based HFD (HFD_butter_). These analyses revealed that the complex odour profiles of the diets comprised 155 volatiles, predominantly alcohols, aldehydes and ketones (Fig. 1b and Extended Data Fig. 1a,b). According to hierarchical cluster analysis, BFD and HFD_lard_ share high sensory similarities and their volatile profiles differ from those of HFD_butter_ and NCD (Fig. 1b and Extended Data Fig. 1a,b). To fully characterize BFD, we also performed an untargeted liquid chromatography-mass spectrometry (LC–MS)-based analysis of the hydrophobic (lipids) and polar fractions (metabolites) of BFD, NCD and the two HFDs (Fig. 1c,d, Extended Data Fig. 2a,b and Supplementary Tables 1 and 2). Principal-component analysis of the diets’ lipid (Fig. 1c) and polar profiles (Fig. 1d) unveiled that NCD and BFD overlap and are clearly distinct from HFD_lard_ and HFD_butter_. Hence, the sensory profile of BFD resembles more that of HFD_lard_, whereas its nutritional components are more similar to NCD. Consistent with the BFD’s low caloric and fat contents, mice subjected to a feeding preference test consumed almost exclusively palatable hypercaloric HFD_lard_ over BFD (Extended Data Fig. 2c). To ascertain that the low BFD consumption did not stem from any aversive or unpalatable properties, we also performed a feeding preference test between BFD and a novel NCD (control diet; CD) (Extended Data Fig. 2d). Although mice displayed a slight preference for CD over BFD the first day of exposure, no preference between the two diets was noticeable over time, hence, revealing that BFD feeding is not aversive to mice (Extended Data Fig. 2d).

**Fig. 1:**
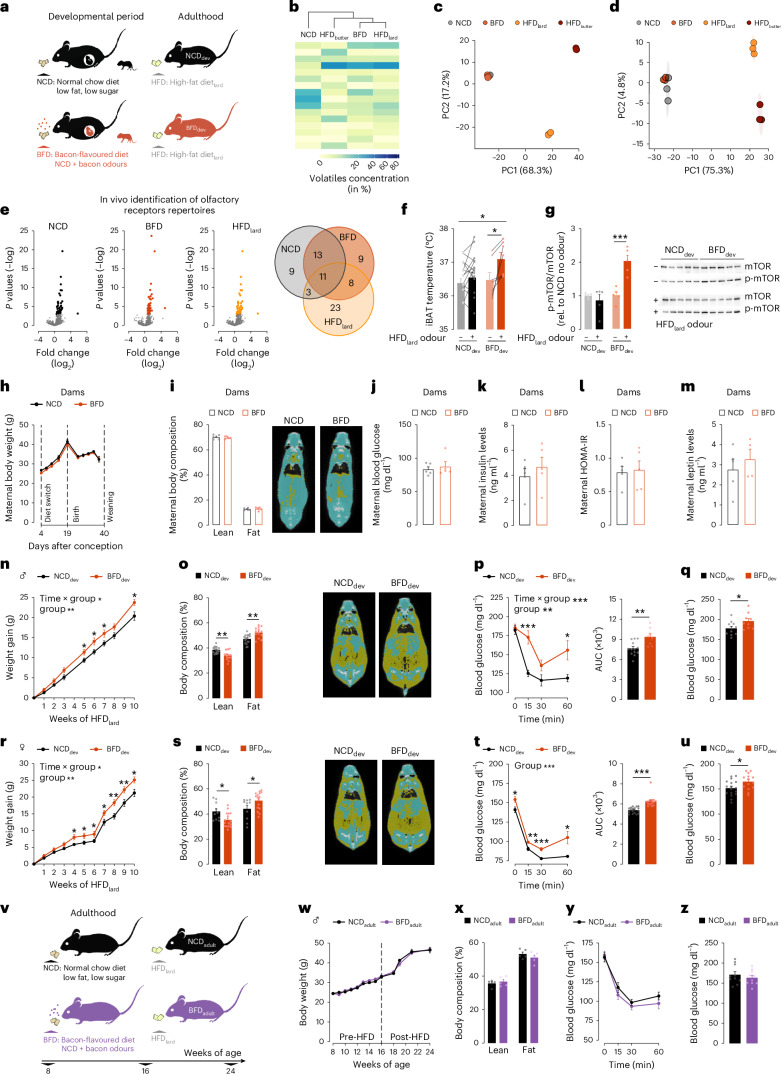
Developmental exposure to fat-related sensory cues is sufficient to exacerbate obesogenic responses to HFD_lard_. **a**, Paradigm of developmental exposure to fat-related sensory cues induced by feeding dams NCD (control group) or BFD. **b**, Hierarchical clustering of volatile profiles of NCD, BFD, butter-based HFD (HFD_butter_) and lard-based HFD (HFD_lard_). The colour scale represents the concentration of each volatile in per cent. Volatiles with a concentration >5% are depicted, volatiles <5% are shown in Extended Data Fig. 1. **c**,**d**, Principal-component analysis plots of the diets’ hydrophobic (lipids) (**c**) and diets’ polar (metabolites) components (**d**). **e**, In vivo identification of olfactory receptor repertoire of NCD, BFD and HFD_lard_ in adult mice. Volcano plot of olfactory receptor genes, fold change of odour-exposed (NCD, BFD and HFD_lard_) over no odour exposure using phospho-S6 ribosomal protein immunoprecipitation, with a Venn diagram of overlapping significant olfactory receptor genes (*n* = 5–6 per diet containing four main olfactory epithelia each; *P* < 0.001 considered significant following multiplicity adjustment). **f**, Interscapular brown adipose tissue (iBAT) temperature upon HFD_lard_ odour presentation in adult mice developmentally exposed to NCD (NCD_dev_) or BFD (BFD_dev_) naive to HFD_lard_ (two-way ANOVA; uncorrected Fisher’s LSD post hoc; *n* = 14,7; *P* diet = 0.0361, *P* BFD_*dev*_ NoOdour versus HFDodour = 0.0421). **g**, HFD_lard_ odour-induced changes in hepatic p-mTOR in fasted mice naive to HFD_lard_ (two-way ANOVA; Tukey’s post hoc; *n* = 5, 5; *P* = 0.0003). **h**–**m**, Metabolic phenotyping of dams fed either NCD or BFD. Maternal body weight across gestation and lactation (two-way repeated-measures ANOVA; *n* = 8, 9) (**h**). Maternal body composition and representative micro-CT image (two-tailed Wilcoxon rank-sum test; *n* = 5, 5) (**i**). Maternal fasted blood glucose (unpaired two-tailed *t*-test; *n* = 5, 5) (**j**). Maternal fasted insulin levels (unpaired two-tailed *t*-test; *n* = 5, 5) (**k**). Maternal insulin resistance defined by HOMA-IR (unpaired two-tailed *t*-test; *n* = 5, 5) (**l**). Maternal leptin levels (unpaired two-tailed *t*-test; *n* = 5, 4) (**m**). **n–u**, Metabolic phenotyping of NCD_dev_ or BFD_dev_ offspring fed HFD_lard_ during adulthood. Body weight gain of male offspring on HFD_lard_ (mixed-effects model; Tukey’s post hoc; *n* = 21, 20; *P* group = 0.006, *P* interaction = 0.022) (**n**). Body composition and representative micro-CT image of males (two-tailed Wilcoxon rank-sum test; *n* = 17, 13; *P* = 0.002) (**o**). Insulin tolerance test (ITT) and associated area under the curve (AUC) in males (time curve: two**-**way repeated-measures ANOVA; Tukey’s post hoc; *n* = 13, 8; *P* group = 0.0029, *P* interaction = 0.0003) (AUC: unpaired two-tailed *t*-test; *n* = 13, 8; *P* = 0.0032) (**p**). Male ad libitum resting blood glucose (unpaired two-tailed *t*-test; *n* = 11, 9; *P* = 0.0409) (**q**). Body weight gain of female offspring on HFD_lard_ (mixed-effects model; Tukey’s post hoc; *n* = 25, 29; *P* group = 0.0060, *P* interaction < 0.0001) (**r**). Body composition and representative micro-CT image of females (two-tailed Wilcoxon rank-sum test; *n* = 10,16; *P* = 0.029) (**s**). ITT and associated AUC in females (time curve: two-way repeated-measures ANOVA; Tukey’s post hoc; *n* = 17, 14; *P* group < 0.0001) (AUC: unpaired two-tailed *t*-test; *n* = 17, 14; *P* < 0.0001) (**t**). Female ad libitum resting blood glucose (unpaired two-tailed *t*-test; *n* = 17, 14; *P* = 0.0303) (**u**). **v**, Paradigm of adult exposure to NCD (NCD_adult_) or BFD (BFD_adult_) followed by HFD_lard_ feeding. **w**, Body weight curve (two-way repeated-measures ANOVA; *n* = 10, 10). **x**, Body composition (two-tailed Wilcoxon rank-sum test; *n* = 5, 5). **y**, ITT (time curve: two-way repeated-measures ANOVA; *n* = 10, 10). **z**, Resting ad libitum blood glucose (unpaired two-tailed *t*-test; *n* = 10,10) of NCD_adult_ and BFD_adult_. Statistics are depicted as for two-way repeated-measures ANOVA or mixed-effects model, group comparison and time × group interaction; Wilcoxon rank-sum test and *t*-test. Bars represent mean value. Error bars represent s.e.m. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. Source data

To further corroborate the sensory similarities between BFD and HFD, we compared their ability to activate common olfactory receptors (Olfrs). 

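pS6-ribotrap uses an antibody against phosphorylated ribosomal protein S6 to pull down the ribosomes of recently active cells together with the messenger RNA they carry. Adult male C57BL/6NCrl mice were exposed for 1 h to no odour or to the odour of NCD, BFD or HFD_lard_, and 4 main olfactory epithelia were combined into each pool. The data cover 5 pools without odour, 6 pools with NCD odour, 5 with BFD odour and 5 with HFD_lard_ odour. Each of the 21 pools gave a pulldown library and an input library, so that 42 libraries were compared. The authors estimated the reads per gene with Salmon on GRCm38 and deposited these estimated counts without normalization, and 30.9% of the values are not whole numbers. The table holds 44674 genes, of which 1170 are named as olfactory receptors and 149 of those are annotated as pseudogenes.

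The pulldown libraries held a median of 28074829 counts without odour (25392812 to 30537597), 31488922 with NCD odour (29174898 to 33245528), 30313284 with BFD odour (28682915 to 32711968) and 30538930 with HFD_lard_ odour (26961610 to 36738330). The input libraries held a median of 32439317 counts without odour (31069093 to 36781553), 31534578 with NCD odour (24839555 to 36245567), 30311433 with BFD odour (28768583 to 33355013) and 30918961 with HFD_lard_ odour (26707827 to 33210801). Only a small part of these counts came from olfactory receptors, 0.267% ± 0.035 (SD, n = 5) of the pulldown counts without odour, 0.350% ± 0.023 (SD, n = 6) with NCD odour, 0.372% ± 0.034 (SD, n = 5) with BFD odour and 0.368% ± 0.025 (SD, n = 5) with HFD_lard_ odour. In the inputs receptors took 0.218% ± 0.027 (SD, n = 5) of the counts without odour, 0.262% ± 0.012 (SD, n = 6) with NCD odour, 0.282% ± 0.013 (SD, n = 5) with BFD odour and 0.272% ± 0.025 (SD, n = 5) with HFD_lard_ odour. With and without odour, the receptor share differed in the pulldowns (two-sided exact permutation test over 5 and 16 pools, p = 4.91e-05, the smallest this test can give) and in the inputs (same test, p = 0.000246). The median number of receptor counts in a pulldown library was therefore 69765 without odour, 109080 with NCD odour, 111843 with BFD odour and 114299 with HFD_lard_ odour.

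The groups also differed in the share of counts on 9 genes that code for ribosomal RNA or resemble it. This share was 23.9% ± 5.96 (SD, n = 5) in the pulldowns without odour and 14.2% ± 3.06 (SD, n = 16) in the pulldowns with any odour (two-sided exact permutation test, p = 0.000786). In the inputs it was 28.1% ± 4.21 (SD, n = 5) without odour and 14.5% ± 3.47 (SD, n = 16) with odour (two-sided exact permutation test, p = 9.83e-05). Mitochondrial genes other than ribosomal RNA took 0.110% ± 0.073 (SD, n = 5) of the pulldown counts without odour and 0.121% ± 0.117 (SD, n = 16) with odour, a difference within the spread between pools (two-sided exact permutation test, p = 0.881). In the inputs, to which each pulldown is compared, they took 1.31% ± 0.127 (SD, n = 5) without odour and 0.972% ± 0.117 (SD, n = 16) with odour, a difference larger than this spread (two-sided exact permutation test, p = 0.000246). As a share of the counts other than ribosomal RNA, receptors took 0.350% ± 0.019 (SD, n = 5) of the pulldowns without odour and 0.423% ± 0.024 (SD, n = 16) with odour (two-sided exact permutation test, p = 4.91e-05). In the inputs this share was 0.303% ± 0.028 (SD, n = 5) without odour and 0.317% ± 0.011 (SD, n = 16) with odour, a difference within the spread between pools (two-sided exact permutation test, p = 0.0904). Neither the paper nor the sample labels name a library batch, so these shares could not be compared within batches.

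The estimated counts were rounded and the 21168 genes that passed edgeR's expression filter were kept, 908 of them olfactory receptors. Library sizes were scaled by TMM normalization. Each pulldown was set against the input of its own pool in one model over all libraries, and the odour effect is the change of this ratio from the pools without odour. A log2 fold change below is this change of the pulldown-to-input ratio. Adjusted p-values are from edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested.

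**Figure D1:**
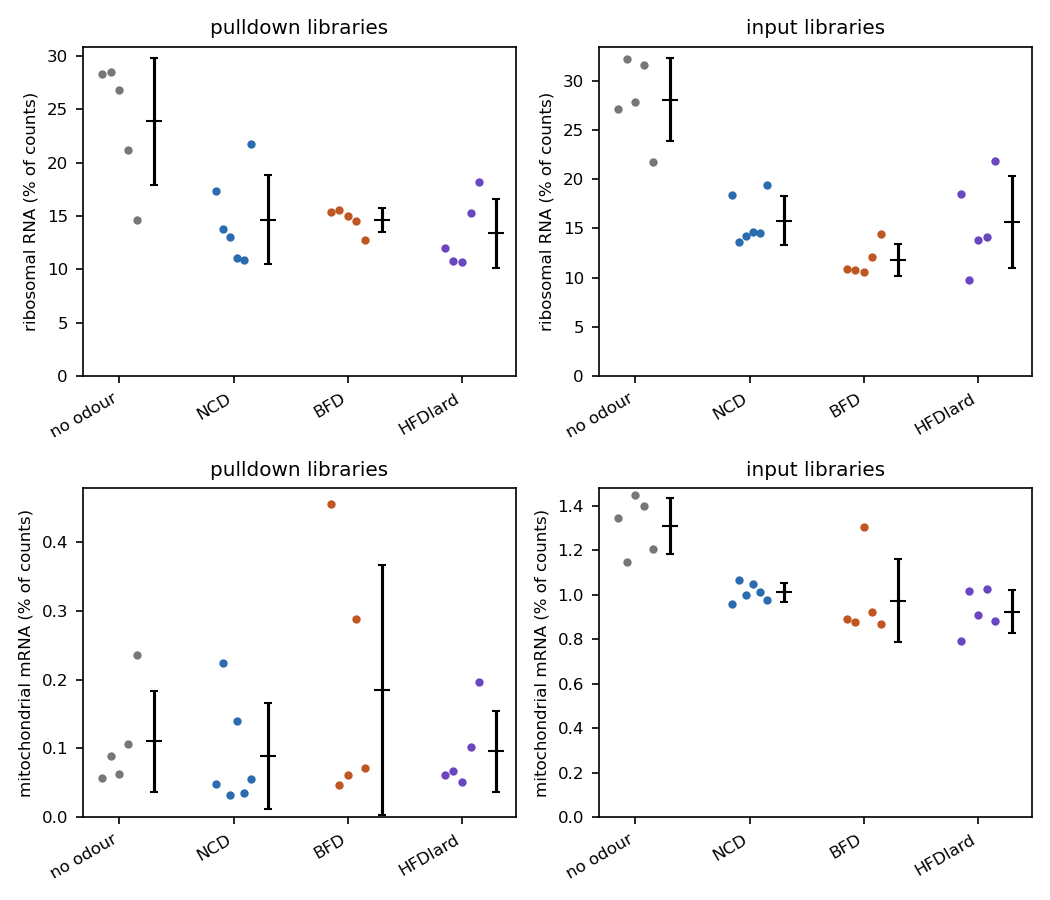
Share of the counts on ribosomal RNA genes (upper panels, percent) and on mitochondrial genes other than ribosomal RNA (lower panels, percent) in the pulldown libraries (left) and the input libraries (right), by odour. Points are pools, and bars are the mean and SD. The pools without odour had a ribosomal RNA share of 14.6% to 28.5% in the pulldown and 21.7% to 32.2% in the input.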

We performed in vivo molecular profiling of olfactory receptors activated by NCD, BFD or HFD_lard_ odours using phosphorylated S6 ribosomal subunit capture (pS6-ribotrap)^30,31^ coupled to RNA sequencing (RNA-seq) in lean adult mice (Extended Data Fig. 2e). We confirmed that food odours induce phosphorylation of S6 in olfactory sensory neurons (OSNs) residing in the main olfactory epithelium (Extended Data Fig. 2f). NCD, BFD and HFD_lard_ odours activated 36, 41 and 45 olfactory receptors above the statistical threshold, respectively (Fig. 1e). 

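A receptor was counted as activated where its log2 fold change over no odour was positive with an adjusted p-value under 0.001 in edgeR's quasi-likelihood test. By this measure NCD odour activated 17 of the 908 olfactory receptors tested, BFD odour 34 and HFD_lard_ odour 12, and 37 receptors were activated by at least 1 odour. No receptor was lower under any odour at this threshold, while 17 were lower under NCD, 15 under BFD and 21 under HFD_lard_ at an unadjusted p-value under 0.05. The log2 fold changes of the activated receptors ran from 0.56 to 2.06 under NCD (median 1.05), from 0.69 to 2.41 under BFD (median 1.17) and from 0.68 to 1.80 under HFD_lard_ (median 1.24). With the ribosomal RNA share of the pulldown added to the model, a choice made after the data were seen, 2, 5 and 1 receptors were activated, and fits on only the groups compared gave 16, 4 and 4. One pool, BFD replicate 1, also weighed on all 3 counts, which were 24, 46 and 20 without it. DESeq2 with the same design gave more, 30, 42 and 25, as did DESeq2 on pulldown divided by input, with 38, 55 and 41. Pulldown libraries only gave 45, 60 and 66. In simulated counts that kept the differences between the real inputs, this fit made 1870 wrong calls over all 21168 genes. These were not counted for the receptors apart.

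Under NCD odour the smallest p-value belonged to Olfr1348 (ENSMUSG00000093877; GRCm38 chromosome 7, 6499793 to 6508748, protein coding). Its log2 pulldown-to-input ratio was -0.12 ± 0.15 (SD, n = 5) without odour and 0.73 ± 0.09 (SD, n = 6) with NCD odour. The log2 fold change was 0.84 (SE 0.08, edgeR adjusted p = 3.14e-07), and all 6 NCD pools lay above every pool without odour. Olfr1348 also rose under BFD odour, by 0.96 (SE 0.09, edgeR adjusted p = 5.3e-08), while its rise of 0.43 under HFD_lard_ odour stayed short of the threshold (SE 0.09, edgeR adjusted p = 0.00228). Of its 31-base words 16.7% also occur in a transcript of another gene, so part of its reads could have been split with that gene. Olfr1254 (log2 fold change 1.73) and Olfr1384 (1.19) followed under NCD odour, and 1 of the NCD pools, replicate 5, stood apart for Olfr1254 with a log2 ratio of 2.23 against a median of 1.61 in the others. For Olfr1384 the pool without odour that stood apart was replicate 6, at -0.58 against a median of 0.05.

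Under BFD odour the smallest p-value belonged to Olfr169 (ENSMUSG00000068535; GRCm38 chromosome 16, 19564889 to 19571809, protein coding), whose log2 ratio rose from 0.43 ± 0.21 (SD, n = 5) to 2.05 ± 0.28 (SD, n = 5). Its log2 fold change of 1.63 (SE 0.13, edgeR adjusted p = 2.19e-09) was followed by that of Olfr170 on the same chromosome (19605696 to 19611882), with the largest log2 fold change among the activated receptors, 2.41 (SE 0.20, edgeR adjusted p = 1.48e-08). Olfr170 had 29.0 ± 6.97 CPM (SD, n = 5) in the BFD pulldowns and 5.60 ± 0.677 (SD, n = 5) in the pulldowns without odour. Both receptors share words with other genes, 28.2% of them for Olfr169 and 56.8% for Olfr170, so their separate values are uncertain.

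Under HFD_lard_ odour the smallest p-value belonged to Olfr1015 (ENSMUSG00000033850; GRCm38 chromosome 2, 85782017 to 85787812, protein coding), which shares 0.121% of its words. Its log2 ratio was -1.35 ± 0.30 (SD, n = 5) without odour and 0.09 ± 0.22 (SD, n = 5) with HFD_lard_ odour, a log2 fold change of 1.42 (SE 0.14, edgeR adjusted p = 4.11e-07). Olfr1297 on the same chromosome (111615233 to 111626497) rose by 1.68 (SE 0.20, edgeR adjusted p = 5.31e-06) and Olfr597 on chromosome 7 by 1.80 (SE 0.25, edgeR adjusted p = 4.64e-05). Olfr597 had only 1.34 ± 0.383 CPM (SD, n = 5) in the pulldowns without odour and shares 30.9% of its words.

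**Figure D2:**
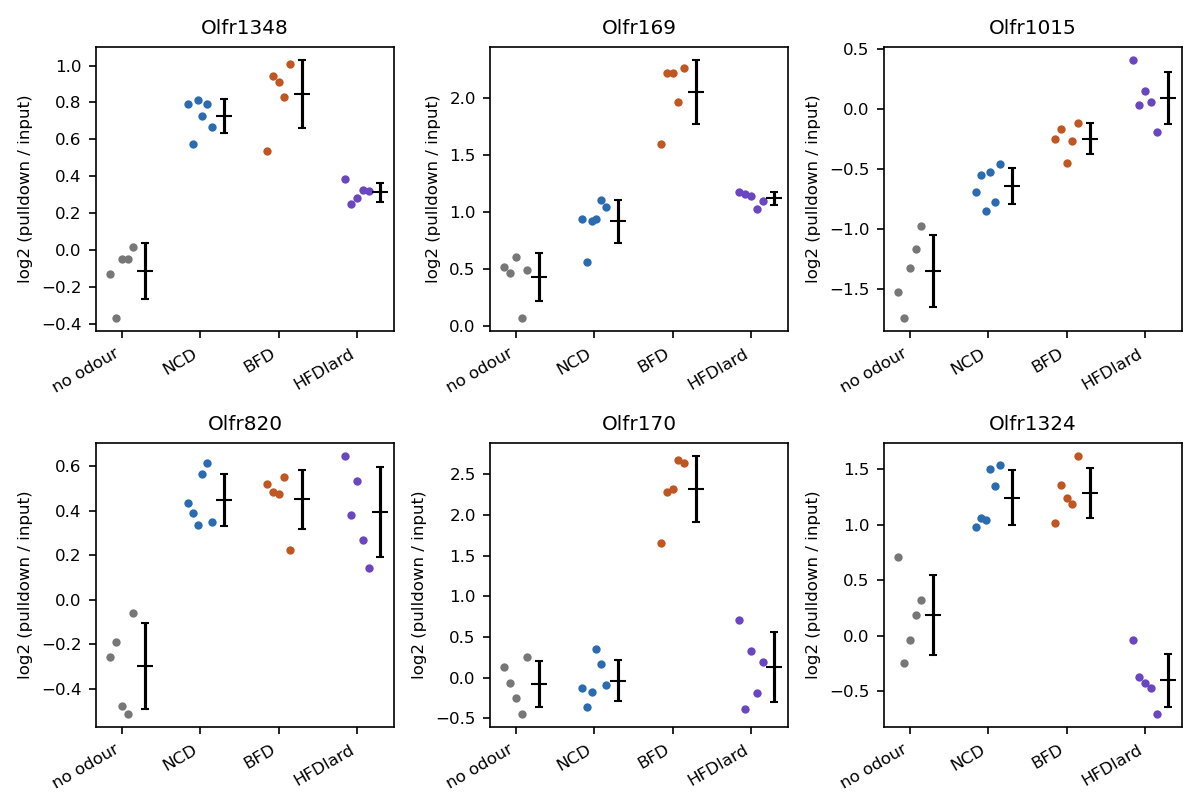
Log2 pulldown-to-input ratio of 6 olfactory receptors in each pool, by odour. Points are pools, and bars are the mean and SD of 5 or 6 pools. All 5 BFD pools lie above every pool without odour for Olfr170, as do 1 of 6 NCD pools and 2 of 5 HFD_lard_ pools.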

Among the activated olfactory receptor repertoires of each diet, olfactory receptors activated by BFD showed a greater exclusive overlap with HFD_lard_ (eight common Olfrs) than NCD (three common Olfrs) (Fig. 1e and Extended Data Fig. 2g,h), suggesting that BFD shares an increased subjective olfactive similarity to HFD_lard_ compared with NCD.

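Of the 37 activated receptors, 7 were activated by BFD and HFD_lard_ odours and not by NCD odour, and 0 by NCD and HFD_lard_ odours and not by BFD odour. At an unadjusted p-value under 0.05 the same exclusive overlaps held 24 and 28 receptors. DESeq2 with the same design gave 5 and 3 receptors in place of 7 and 0, and fits on only the groups compared gave 0 in both overlaps (18 and 31 at an unadjusted p-value under 0.05). DESeq2 on pulldown divided by input gave 7 and 3, pulldown libraries only 13 and 3, and no filter beyond 1 count 9 and 0. With the ribosomal RNA share as a covariate both overlaps held 0 (16 and 23 at an unadjusted p-value under 0.05). The fits that each left out 1 of the 21 pools gave 3 to 6 receptors in the first overlap and 0 to 1 in the second. A further 13 receptors were activated by NCD and BFD odours only, and Olfr1180, Olfr122 and Olfr820 by all 3 odours. For Olfr820 part of the change lay in the inputs, at 9.71 CPM without odour and 7.96, 7.53 and 7.59 under NCD, BFD and HFD_lard_ odours. Its pulldowns rose from 7.85 CPM to 10.9, 10.3 and 9.99. The number for all 3 odours was 11 without BFD replicate 1 and 1 in fits on only the groups compared. It was 13 with DESeq2 with the same design and 15 with DESeq2 on pulldown divided by input. When the pools of NCD and BFD odour were exchanged at random, 6 of 100 exchanges, the real one included, gave a difference between the exclusive overlaps as large as that between 7 and 0 in either direction, 2 of them in the direction found and 4 in the opposite one. The 7 receptors were Olfr1015, Olfr120, Olfr169, Olfr287, Olfr597, Olfr598 and Olfr749. All 7 also rose under NCD odour with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, with a median log2 fold change of 0.70 against 1.13 under BFD and 1.26 under HFD_lard_. Olfr169 differed between BFD and NCD odours, by 1.14 (edgeR adjusted p = 4.36e-06). At the threshold of 0.001, 0 of the 7 differed between HFD_lard_ and NCD odours, and 4 did at an unadjusted p-value under 0.05.

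Set against each other, HFD_lard_ and BFD odours differed in 5 receptors, HFD_lard_ and NCD odours in 3, and BFD and NCD odours in 2. With 1 pool left out in turn, these numbers ran from 3 to 10, 2 to 5 and 2 to 5. DESeq2 with the same design gave 12, 7 and 0 (52 at an unadjusted p-value under 0.05 in place of the 0). Fits on only the groups compared gave 1, 5 and 2. Olfr1324 (ENSMUSG00000048173; GRCm38 chromosome X, 50420998 to 50428498, protein coding) rose under NCD odour by 1.05 (SE 0.17, edgeR adjusted p = 0.000421) and under BFD odour by 1.10 (SE 0.18, edgeR adjusted p = 0.000172), but not under HFD_lard_ odour (log2 fold change -0.61, SE 0.18, edgeR adjusted p = 0.022). The difference between HFD_lard_ and BFD odours was -1.71 (edgeR adjusted p = 3.49e-06), and that between HFD_lard_ and NCD odours was -1.67 (edgeR adjusted p = 4.12e-06).

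Across the 908 receptors, which are not independent replicates, the log2 fold changes under BFD and HFD_lard_ odours had a Spearman correlation of 0.652 (jackknife SE 0.081 over 21 pools), and those under NCD and HFD_lard_ odours one of 0.686 (jackknife SE 0.074). The difference between these correlations is smaller than either error. These errors do not test the difference, because the correlations share pools and the error of the difference itself was not computed. Both comparisons use the same pools without odour, and in 20 simulations in which no odour changed any gene, the correlations averaged 0.491 and 0.511, with 0 receptors activated. A comparison without those pools used the Euclidean distance between the mean log2 ratios of the receptors. The distance to HFD_lard_ odour was 12.7 from NCD odour and 13.2 from BFD odour, and the difference of -0.54 did not exceed what exchanging the NCD and BFD pools gave (two-sided exact permutation test, p = 0.342). The NCD mean rests on 6 pools and the BFD mean on 5, and over all exchanges the difference averaged -0.39. With each NCD pool left out in turn, so that both means rest on 5 pools, it lay between -0.29 and 0.02.

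The paper first bases the likeness of BFD and HFD_lard_ on the clustering of their volatile profiles, which these data do not cover. For the receptors, the paper reasons from the exclusive overlaps of those activated. Because more receptors were shared by BFD and HFD_lard_ odours alone than by NCD and HFD_lard_ odours alone, it proposes that the smell of BFD is closer to that of HFD_lard_ than the smell of NCD is.

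**Figure D3:**
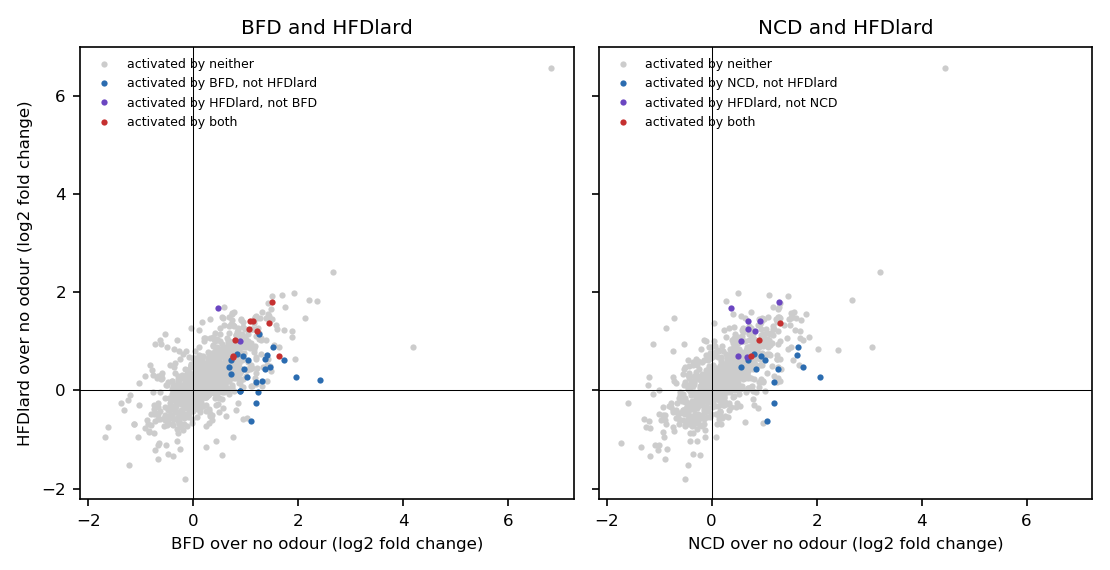
Log2 fold change over no odour of the 908 olfactory receptors tested, under HFD_lard_ odour (vertical axis) and under BFD odour (left, horizontal axis) or NCD odour (right, horizontal axis). Each point is a receptor, coloured by whether it was activated by either odour, both or neither, and the Spearman correlation is 0.652 on the left and 0.686 on the right.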

After thoroughly characterizing the BFD, we next used this diet to generate a model of developmental exposure to fat-related sensory cues. At gestational day 4.5, dams were either maintained on NCD or switched to BFD until weaning of the pups to mimic sensory experiences associated with HFD_lard_ feeding during development without its nutritive consequences (Fig. 1a and Extended Data Fig. 3a). To characterize our model, we aimed to validate that exposure to BFD could indeed mimic the exposure to HFD_lard_. Under normal conditions, mice naive to a palatable diet (such as HFDs) show minimal responses to its sensory signals at the first encounter, and the sensory response is contingent and tuned by its consumption^20^. Therefore, we sought to test whether developmental exposure to BFD is sufficient to prime a differential response to HFD_lard_ odour in adult offspring naive to HFD_lard_. We measured two sensory-evoked metabolic readouts: (1) HFD_lard_ odour-induced increase in interscapular brown adipose tissue (iBAT) temperature^21^ (Fig. 1f) and (2) priming of hepatic post-prandial responses, for example mTOR phosphorylation (p-mTOR)^22^ (Fig. 1g). In control mice exposed to NCD during development (NCD_dev_) and naive to HFD_lard_, we found that HFD_lard_ odour exposure did not induce changes in iBAT temperature or hepatic p-mTOR responses (Fig. 1f,g). In contrast, iBAT temperature and hepatic p-mTOR increased upon HFD_lard_ odour exposure in mice developmentally exposed to BFD (BFD_dev_) but naive to HFD_lard_ (Fig. 1f,g). Thus, developmental exposure to BFD is sufficient to emulate sensory exposure to HFD_lard_ and to prime metabolic responses to HFD_lard_ before its first encounter.

To further characterize our mouse model of developmental exposure to fat-related sensory cues, we conducted a thorough analysis of the dams’ metabolism and behaviour. BFD feeding did not alter maternal body weight (Fig. 1h), weight gain per pup (Extended Data Fig. 3b) or body composition (Fig. 1i). Additionally, fasting (Fig. 1j) and ad libitum-fed glycaemia (Extended Data Fig. 3c), circulating insulin levels (Fig. 1k) and insulin resistance (Fig. 1l) were comparable between BFD-fed and control dams. Circulating levels of the hunger and satiety hormones leptin (Fig. 1m), CCK (Extended Data Fig. 3d) and PYY (Extended Data Fig. 3e) were also similar between the two groups. Furthermore, BFD feeding had no impact on the expression of key hypothalamic peptides involved in regulating feeding and energy balance (Extended Data Fig. 3f). Hypothalamic-pituitary-adrenal and hypothalamic-pituitary-thyroid axes were also unaffected (Extended Data Fig. 3f). Maternal behaviour remained unchanged between BFD- and NCD-fed dams as illustrated by similar expression of pivotal hormones governing parental behaviour (prolactin, oxytocin and galanin; Extended Data Fig. 3g) and similar performance in a pup retrieval test (Extended Data Fig. 3h–k). Moreover, BFD feeding did not alter fetal and placental weights (Extended Data Fig. 3l,m), further demonstrating that maternal health and fetal development were unaffected.

As maternal lipid profiles are well-known contributors to metabolic programming^32,33^, we also performed untargeted LC–MS analyses of extracted lipid fractions on blood and milk of dams fed NCD or BFD (Extended Data Fig. 3n). These analyses revealed that BFD feeding in dams did not significantly alter blood or milk lipid composition (Extended Data Fig. 3o–r). Hence, we successfully developed a model for developmental exposure to fat-related sensory cues independent of maternal insulin resistance, weight gain, adiposity and changes in maternal lipid components.

## Exacerbated obesogenic response in sensory programmed offspring

To test whether exposure to HFD_lard_-related sensory cues during development alters the response to HFD_lard_ feeding in adulthood, we next assessed whether early exposure to fat-related sensory cues impacts the onset of diet-induced obesity and associated metabolic alterations. Before the switch to HFD_lard_, body length (Extended Data Fig. 4a,b), body composition (Extended Data Fig. 4c,d), and insulin sensitivity (Extended Data Fig. 4e,f) were identical between BFD_dev_ and control NCD_dev_ animals. To determine the long-term influence of developmental exposure to BFD on metabolic health, NCD_dev_ and BFD_dev_ offspring were switched to HFD_lard_ at 8 weeks of age (Extended Data Fig. 4g,h). HFD_lard_ feeding induced an aggravated body weight gain (Fig. 1n and Extended Data Fig. 4i) and adiposity (Fig. 1o and Extended Data Fig. 4j) in male BFD_dev_ animals compared with control NCD_dev_. Similarly, insulin resistance (Fig. 1p and Extended Data Fig. 4k) and higher resting glycaemia (Fig. 1q) induced by HFD_lard_ feeding were increased in BFD_dev_ mice compared with NCD_dev_. Female BFD_dev_ mice also displayed exacerbated HFD-induced weight gain (Fig. 1r and Extended Data Fig. 4l), adiposity (Fig. 1s), insulin resistance (Fig. 1t and Extended Data Fig. 4m) and hyperglycaemia (Fig. 1u). Hence, developmental exposure to BFD exacerbates the obesogenic responses to HFD_lard_ to a comparable extent in both sexes, demonstrating that fat-related sensory cues during early life exert potent and generalized metabolic defects in adulthood.

To assess whether the adverse metabolic outcomes triggered by BFD are selectively associated with the exposure during development, we exposed animals to BFD exclusively during adulthood. Adult male mice were fed BFD (BFD_adult_) or NCD (NCD_adult_) for 8 weeks and then fed HFD_lard_ to assess the influence of BFD feeding on obesity development (Fig. 1v and Extended Data Fig. 5a–f). BFD feeding exclusively during adulthood (BFD_adult_) had no consequences on HFD_lard_-induced weight gain (Fig. 1w), adiposity (Fig. 1x and Extended Data Fig. 5c), insulin resistance (Fig. 1y and Extended Data Fig. 5d,e), or hyperglycaemia (Fig. 1z). The exacerbated obesogenic responses in BFD_dev_ animals are, therefore, triggered only by exposure to BFD during development. Thus, early life is a critical period of vulnerability for the metabolic programming induced by fat-related sensory cues, and developmental exposure to fat-related sensory cues is sufficient to exacerbate HFD_lard_-induced obesity, independent of maternal obesity or insulin resistance.

To investigate whether the sensory programming of metabolism is triggered by a specific developmental period, we selectively fed dams with BFD during gestation (Extended Data Fig. 5g–k) or lactation (Extended Data Fig. 5l–p). Exposure to BFD during gestation (BFD_ges_) alone did not alter HFD_lard_-induced obesity in either males (Extended Data Fig. 5h,i) or females (Extended Data Fig. 5j,k). However, while BFD exposure during lactation (BFD_lac_) did not have a clear effect on obesity development in males (Extended Data Fig. 5m,n), it significantly increased weight gain (Extended Data Fig. 5o) and decreased insulin sensitivity (Extended Data Fig. 5p) in females. Collectively these data suggest that lactation might be a period of highest sensitivity to fat sensory cues in females, while exposure to BFD throughout the entire developmental period is required for the exacerbated responses to HFD_lard_ in males.

## The sensory programming of metabolism generalizes to non-pork-based HFD and other fat-related odours

Having established that developmental exposure to BFD exacerbates obesity in response to HFD_lard_, we next aimed to determine whether these metabolic responses were specific to the pork-based HFD that shares high sensory similarities with the BFD. We therefore exposed 8-week-old BFD_dev_ and control NCD_dev_ animals to a butter fat-based HFD (HFD_butter_) (Fig. 2a). While HFD_butter_ only had a minor influence on body weight gain (Fig. 2b) in male BFD_dev_ animals compared with control NCD_dev_ animals, it increased their adiposity (Fig. 2c), a primary determinant of metabolic and cardiovascular risks^34,35^. HFD_butter_ also decreased insulin sensitivity in BFD_dev_ males (Fig. 2d). A similar phenotype was observed in female BFD_dev_ mice with unchanged body weight gain (Fig. 2e), increased adiposity (Fig. 2f) and insulin resistance (Fig. 2g). Altogether, these results uncover that exposure to fat sensory cues mimicking HFD_lard_ also primes obesity in response to other HFDs, revealing that the sensory programming of metabolism can generalize to other hypercaloric diets.

**Fig. 2:**
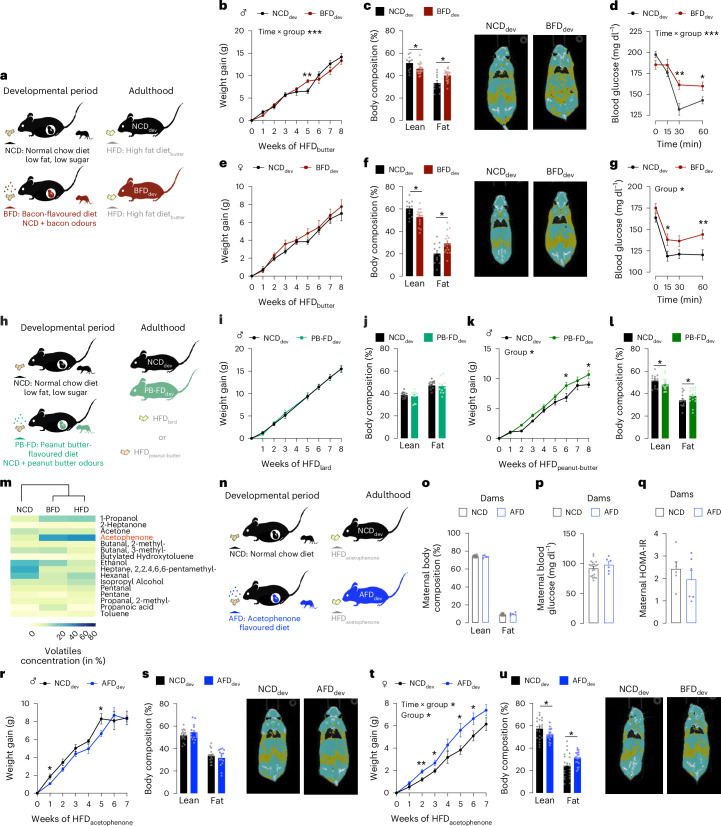
Developmental exposure to a single fat-related volatile is sufficient to prime obesity. **a**, Paradigm of developmental exposure to fat-related sensory cues induced by NCD or BFD feeding. Adult mice developmentally exposed to NCD (NCD_dev_) or BFD (BFD_dev_) are fed butter-based HFD (HFD_butter_) during adulthood. **b**–**g**, Metabolic phenotyping of NCD_dev_ and BFD_dev_ offspring on HFD_butter_. Body weight gain of male offspring on HFD_butter_ (mixed-effects model; Tukey’s post hoc; *n* = 11, 22; *P* interaction = 0.0006) (**b**). Body composition and representative micro-CT image of males (two-tailed Wilcoxon rank-sum test; *n* = 11, 22; *P* = 0.021) (**c**). ITT in males (two-way repeated-measures ANOVA; Tukey’s post hoc; *n* = 11, 22; *P* interaction < 0.0001) (**d**). Body weight gain of female offspring on HFD_butter_ (mixed-effects model; *n* = 12, 17) (**e**). Body composition and representative micro-CT image of females (two-tailed Wilcoxon rank-sum test; *n* = 12, 17; *P* = 0.028) (**f**). ITT in females (two-way repeated-measures ANOVA; Tukey’s post hoc; *n* = 12,17; *P* group = 0.0162) (**g**). **h**, Paradigm of developmental exposure to fat-related sensory cues induced by NCD or isonutritional PB-FD feeding in dams followed by either HFD_lard_ (**i**,**j**) or peanut butter-based HFD (HFD_peanut-butter_) (**k**,**l**) feeding in adulthood. **i**, Body weight gain of male offspring on HFD_lard_ (two-way repeated-measures ANOVA; *n* = 21, 13). **j**, Body composition of males on HFD_lard_ (two-tailed Wilcoxon rank-sum test; *n* = 17, 11). **k**, Body weight gain of male offspring on HFD_peanut-butter_ (mixed-effects model; Tukey’s post hoc; *n* = 16, 18; *P* group = 0.0397). **l**, Body composition of males on HFD_peanut-butter_ (two-tailed Wilcoxon rank-sum test; *n* = 14, 18; *P* = 0.042). **m**, Volatile profiles of NCD, BFD and HFD_lard_. The colour scale represents the concentration of each volatile in per cent. Volatiles with a concentration >5% are depicted, volatiles <5% are shown in Extended Data Fig. 1. **n**, Paradigm of developmental exposure induced by AFD feeding followed by acetophenone-flavoured HFD (HFD_acetophenone_) feeding in adulthood. **o**–**q**, Metabolic phenotyping of dams fed either NCD or AFD. Maternal body composition (two-tailed Wilcoxon rank-sum test; *n* = 20, 5) (**o**). Maternal blood fasting glycaemia (unpaired two-tailed *t*-test; *n* = 20, 6) (**p**). Maternal insulin resistance defined by HOMA-IR (unpaired two-tailed *t*-test; *n* = 6, 6) (**q**). **r**–**u**, Metabolic phenotyping of NCD_dev_ or AFD_dev_ mice fed HFD_acetophenone_ during adulthood. Body weight gain of male offspring on HFD_acetophenone_ (mixed-effects model; *n* = 19,19) (**r**). Body composition and representative micro-CT image of males (two-tailed Wilcoxon rank-sum test; *n* = 18,15) (**s**). Body weight gain of female offspring on HFD_acetophenone_ (mixed-effects model; Tukey’s post hoc; *n* = 22,17; *P* group = 0.0168; *P* interaction = 0.0126) (**t**). Body composition and representative micro-CT image of females (two-tailed Wilcoxon rank-sum test; *n* = 21,20; *P* = 0.046) (**u**). Statistics are depicted as for two-way repeated-measures ANOVA or mixed-effects model, group comparison and time × group interaction; Wilcoxon rank-sum test and *t*-test. Bars represent mean value. Error bars represent s.e.m. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. Source data

After demonstrating that the heightened obesogenic responses induced by developmental exposure to bacon sensory cues apply to other HFDs, we next investigated whether non-nutritive sensory programming can be generalized to other fat-related sensory cues. Therefore, we performed an identical developmental paradigm using a peanut butter-flavoured diet (PB-FD) as a separate fat-related odour (Fig. 2h). PB-FD feeding did not alter maternal body weight (Extended Data Fig. 5q,r), weight gain per pup (Extended Data Fig. 5s) nor insulin sensitivity (Extended Data Fig. 5t). We first tested the responses of PB-FD_dev_ and NCD_dev_ animals to HFD_lard_. Animals developmentally exposed to PB-FD (PB-FD_dev_) showed similar obesogenic responses to HFD_lard_ feeding compared with NCD_dev_ with indistinguishable weight gain (Fig. 2i) and adiposity (Fig. 2j and Extended Data Fig. 5u) in males and females (Extended Data Fig. 5v,w). Hence, developmental exposure to PB-related odours does not exacerbate the obesogenic responses to HFD_lard_. Of note, these results further demonstrate that the metabolic phenotype observed in BFD_dev_ animals is not triggered by a generalized effect of increased sensory enrichment or potential maternal stress^36,37^.

To explore whether the absence of exacerbated obesogenic responses could originate from the type of HFD used (lard versus peanut butter), we assessed the responses of PB-FD_dev_ and NCD_dev_ control animals to a peanut butter-based HFD (HFD_peanut-butter_) (Extended Data Fig. 5x). HFD_peanut-butter_ feeding increased weight gain (Fig. 2k) and adiposity (Fig. 2l and Extended Data Fig. 5y) in PB-FD_dev_ mice compared with NCD_dev_ controls. Overall, these experiments demonstrate that the sensory programming of metabolism by fat-related sensory cues extends to other diets. Moreover, these findings suggest that, although identical sensory profiles between the developmental diet and the obesogenic diets encountered in adulthood are not required for metabolic effects, a certain degree of similarity may be necessary.

## Developmental exposure to a single HFD-enriched volatile is sufficient to prime obesity

To further confirm the influence of HFD sensory cues on long-term metabolic health, we investigated whether early exposure to a single fat-related volatile could affect metabolic health. Volatile analyses revealed several molecules enriched in BFD and HFD, including acetophenone, 1-propanol, benzaldehyde, heptanal, 2-pentanone and ethyl acetate, which are known to contribute to the specific odour of bacon^38^ (Fig. 2m and Extended Data Fig. 1). Given that volatile compounds present in the maternal diet can be transferred to the amniotic fluid and milk, we also compared the volatile profiling of those fluids between BFD and NCD dams (Extended Data Fig. 6a,b), revealing clear differences between the two groups. Specifically, these analyses revealed an increase in BFD- and HFD-enriched volatiles, such as benzaldehyde and 1-propanol (in milk), and volatiles potentially derived from degradation of food-derived volatiles, such as acetone, one of the degradation products of acetophenone (Extended Data Fig. 6a,b). Collectively, these results highlight that BFD feeding influences the volatile profile of amniotic fluid and milk and subsequently modifies the in utero and neonatal offspring’s food sensory experiences.

We then tested whether developmental exposure to a single HFD-related volatile could influence obesity susceptibility. Among the several volatiles enriched in BFD and HFD_lard_, we focused on acetophenone as a proof of principle, as it is the most abundant volatile in both diets (Fig. 2m). To model developmental exposure to acetophenone odours, dams were fed NCD flavoured with acetophenone (acetophenone-flavoured diet; AFD) during gestation and lactation (Fig. 2n). AFD feeding did not affect maternal weight gain (Extended Data Fig. 6c,d), adiposity (Fig. 2o and Extended Data Fig. 6e), glycaemia (Fig. 2p), insulin resistance (Fig. 2q) nor insulin levels (Extended Data Fig. 6f). At 8 weeks of age, offspring of AFD-fed (AFD_dev_) and control (NCD_dev_) dams were switched to HFD_lard_ flavoured with acetophenone (HFD_acetophenone_) (Fig. 2n). Weight gain (Fig. 2r) and adiposity (Fig. 2s) induced by HFD_acetophenone_ were similar in AFD_dev_ and NCD_dev_ males. In contrast, AFD_dev_ females exhibited increased weight gain (Fig. 2t) and adiposity (Fig. 2u) in response to HFD_acetophenone_ compared with NCD_dev_ controls (interaction sex × developmental diet × time: *P* = 0.005). These findings further underscore the critical role of food sensory cues in the developmental origin of obesity, demonstrating that exposure to a single fat-related sensory volatile during development is sufficient to exacerbate obesogenic responses in a sexually dimorphic manner.

## Developmental exposure to fat-related odours alters dopamine response to food cues and primes feeding preference

Developmental exposure to HFD leads to broad structural changes in the brain and alters hypothalamic homeostatic and mesolimbic reward-related circuits, thereby predisposing the offspring to maladaptive metabolic responses and hyperphagia^1,2,6,39–42^. To determine whether developmental exposure to fat-related sensory cues also alters central responses to food cues, we assessed alterations in brain activity in adult NCD_dev_ and BFD_dev_ mice. We measured glucose metabolism using fluorodeoxyglucose (^18^FDG) positron emission tomography imaging as a proxy for neuronal activity in response to HFD (Extended Data Fig. 7a). Upon acute HFD_lard_ odour exposure in mice naive to HFD_lard_, BFD_dev_ mice exhibited overall increased neuronal activity in several brain regions (Extended Data Fig. 7a). HFD_lard_ odour activated olfactory relevant regions such as the olfactory bulb, olfactory tubercle and piriform cortex in both groups, with greater responses observed in BFD_dev_ mice (Extended Data Fig. 7b–d). Additionally, HFD_lard_ odour exposure increased neuronal activity in dopaminergic reward-associated regions of the lateral nucleus accumbens shell (LAcbSh) (Fig. 3a) and the ventral tegmental area (VTA) (Fig. 3b) in BFD_dev_ mice, but not in NCD_dev_ mice.

**Fig. 3:**
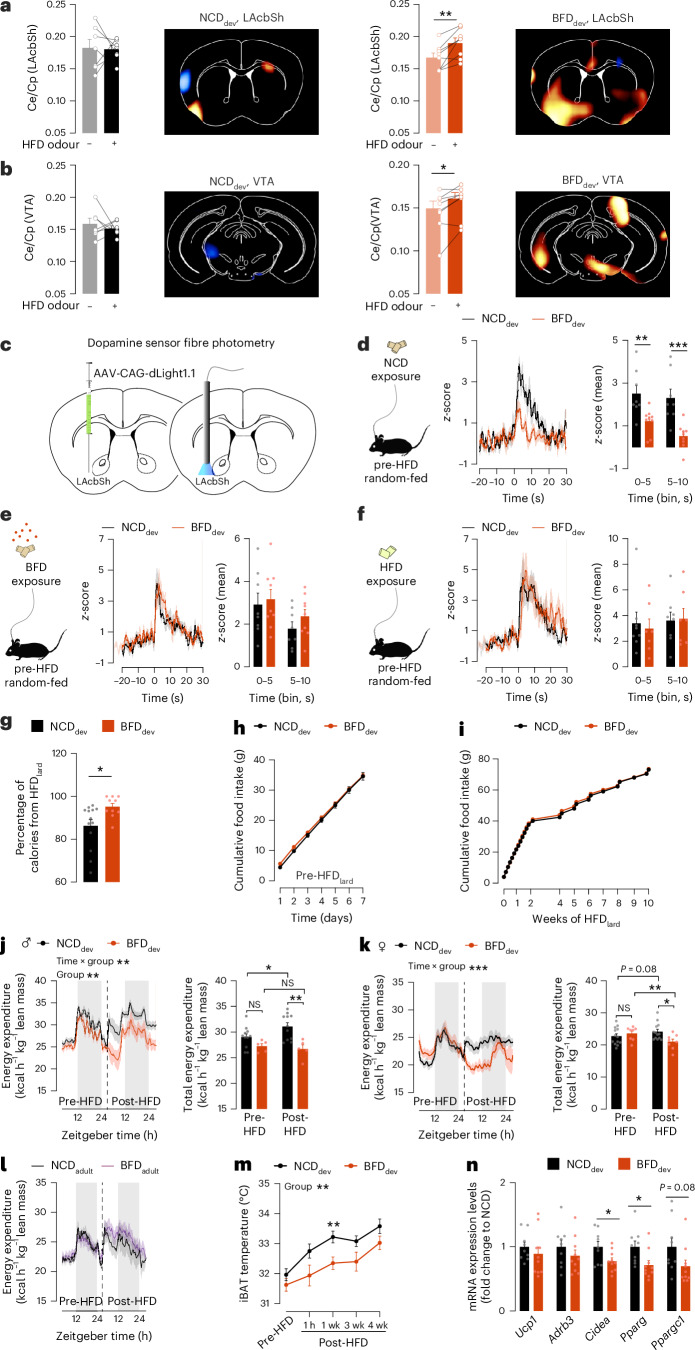
Developmental exposure to fat-related odours alters dopaminergic response, gates preference towards HFD_lard_ and decreases energy expenditure. **a**,**b**, Lard-based HFD (HFD_lard_) odour-induced differential glucose transport based on fluorodeoxyglucose (^18^FDG) PET kinetics in adult mice exposed to NCD (NCD_dev_) or BFD (BFD_dev_) during development pre-HFD_lard_ in the lateral nucleus accumbens shell (LAcbSh) (paired two-tailed *t*-test; *n* = 7, 8; *P* = 0.0073) (**a**) and ventral tegmental area (VTA) (paired two-tailed *t*-test; *n* = 7, 8; *P* = 0.0213) (**b**). The colour code on the representative PET images depicts the paired *t*-test value for each voxel. Relative increases in glucose metabolism upon HFD_lard_ odour exposure are colour-coded in yellow to orange, whereas decreases are colour-coded in blue. **c**, Schematic of unilateral viral delivery of the dopamine optical sensor dLight1.1 in the LAcbSh, cannula implantation for fibre photometry analysis of dopamine release, and food exposure paradigm used for dLight1.1 recordings. **d**–**f**, Dopamine response to food in adult NCD_dev_ and BFD_dev_ mice pre-HFD_lard_. Dopamine sensor fluorescence depicted as *z*-score and 5-s binned average upon approach to a NCD pellet (two-way ANOVA; *n* = 8, 9; uncorrected Fisher’s LSD post hoc; *P* group < 0.0001; *P* time_0–5_ = 0.0055; *P* time_5–10_ = 0.0003) (**d**), a BFD pellet (two-way ANOVA; *n* = 8, 9) (**e**) or a HFD_lard_ pellet (two-way ANOVA; *n* = 8, 7) (**f**). **g**, Percentage of calories from HFD_lard_ during the first day of a two-choice diet preference test (unpaired two-tailed *t*-test; *n* = 13, 10; *P* = 0.0206). **h**, Cumulative food intake of NCD_dev_ and BFD_dev_ mice before the switch to HFD_lard_ (two-way repeated-measures ANOVA; *n* = 8, 8). **i**, Cumulative food intake of HFD_lard_ during 10 weeks on HFD_lard_ (two-way repeated-measures ANOVA; *n* = 8, 8). **j**,**k**, Energy expenditure of NCD_dev_ and BFD_dev_ mice pre-and post-HFD_lard_ feeding and total EE in: males (time curve: two-way repeated-measures ANOVA; *n* = 11, 5; *P* group = 0.0054; *P* interaction = 0.0023) (total EE, linear mixed-effects models; Holm–Bonferroni post hoc; *n* = 11, 5; *P* interaction = 0.061; *P* post-HFD NCD_dev_ versus post-HFD BFD_dev_ = 0.004, *P* pre-HFD versus post-HFD NCD_dev_ = 0.049) (**j**), females (time curve: two-way repeated-measures ANOVA; *n* = 13, 8; *P* interaction < 0.0001) (total EE, linear mixed-effects models; Holm–Bonferroni post hoc; *n* = 13, 8; *P* interaction < 0.001; *P* post-HFD NCD_dev_ post-HFD BFD_dev_ = 0.048; *P* pre-HFD post-HFD BFD_dev_ = 0.009; *P* pre-HFD post-HFD NCD_dev_ = 0.08) (**k**). NS, not significant. **l**, Energy expenditure of mice exposed in adulthood to NCD (NCD_adult_) or BFD (BFD_adult_) pre-and post-HFD_lard_ feeding (two-way repeated-measures ANOVA; *n* = 7, 8). **m**, Interscapular brown adipose tissue (iBAT) temperature recordings in NCD_dev_ and BFD_dev_ mice pre-and post-HFD_lard_ feeding (two-way repeated-measures ANOVA; Tukey’s post hoc; *n* = 10,8; *P* group = 0.0047). **n**, Gene expression of thermogenesis-related genes in iBAT in NCD_dev_ and BFD_dev_ mice fed HFD_lard_ for 1 week (multiple unpaired two-tailed *t*-test; *n* = 9, 10; *P* *Cidea* = 0.034; *P Pparg* = 0.022). Statistics are depicted as: for two-way repeated-measures ANOVA or mixed-effects model, group comparison and time × group interaction; for multiple unpaired *t*-test and *t*-test. Bars represent mean value. Error bars represent s.e.m. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. Source data

Because dopamine release in the LAcbSh encodes preference for and intake of dietary fat^43–45^, we wanted to investigate the effects of developmental exposure to fat odours on adult dopamine responses to food. We performed fibre photometry using the extracellular optical dopamine sensor dLight1.1 (ref. ^46^) in the LAcbSh (Fig. 3c and Extended Data Fig. 8a). We recorded dopamine release in the LAcbSh in fasted NCD_dev_ and BFD_dev_ adult mice in response to NCD, BFD or HFD_lard_ pellets. All dopamine fibre photometry experiments were performed in NCD_dev_ and BFD_dev_ mice on NCD acclimated to each diet, hence before the onset of any metabolic alterations. These experiments revealed that dopamine release in response to NCD was largely blunted in BFD_dev_ mice compared with NCD_dev_ (Fig. 3d). Furthermore, dopamine release upon BFD (Fig. 3e) or HFD_lard_ presentation (Fig. 3f) was similar between NCD_dev_ and BFD_dev_. Therefore, pre-HFD_lard_ (before the onset of metabolic alterations), BFD_dev_ mice show functional alterations in their central dopamine response to food characterized by a primed devaluation of dopaminergic response to NCD.

Given that dopamine responses to NCD are reduced in BFD_dev_ mice and that dopamine in the LAcbSh dictates preference and fat intake^43–45^, we next assessed whether the altered dopamine response translates into behavioural consequences. We performed a two-choice food preference test in adult NCD_dev_ and BFD_dev_ mice by exposing them to HFD_lard_ and a low-fat control diet (Fig. 3g). Compared with NCD_dev_, BFD_dev_ mice consumed a significantly higher percentage of calories from HFD_lard_ relative to a less palatable low-fat control diet during the first 24 h (Fig. 3g and Extended Data Fig. 8b,c). Of note, the enhanced HFD_lard_ preference observed in BFD_dev_ mice did not correlate with changes in the expression of the key fat taste receptors *Cd36* and *Gpr120* (*Ffar4)* nor *Plcb2*, an intracellular signalling pathway component critical for fat sensing (Extended Data Fig. 8d). Food intake was subsequently assessed under conditions in which mice were exclusively provided with HFD_lard_, replicating the experimental parameters utilized during metabolic phenotyping (Fig. 1n–u). Pre-HFD_lard_, both groups of mice consumed similar amounts of food (Fig. 3h). Similarly, total daily food intake of HFD_lard_ did not differ between NCD_dev_ and BFD_dev_ mice, either acutely (the first 2 weeks on HFD_lard_; Fig. 3i) or after long-term exposure (4–10 weeks on HFD_lard_; Fig. 3i). Collectively, these results reveal that developmental exposure to fat-related sensory cues influences first encounter feeding by shifting preferences towards HFD_lard_, while it does not alter total HFD_lard_ intake under exclusive HFD_lard_ feeding.

## Developmental exposure to fat-related odours impairs metabolic flexibility towards HFD

Our results suggest that the increased weight gain and adiposity in BFD_dev_ mice under HFD_lard_ is not triggered by increased food intake. Hence, we sought to further characterize the homeostatic responses to HFD feeding in adult BFD_dev_ mice using energy expenditure (EE) as a read-out of homeostatic control of energy metabolism. Before switching to HFD_lard_, EE was comparable between NCD_dev_ and BFD_dev_ groups, in both males (Fig. 3j) and females (Fig. 3k). In response to HFD_lard_ feeding, while EE increased in NCD_dev_ male mice (Fig. 3j), it decreased in BFD_dev_ male mice (Fig. 3j). EE also decreased in BFD_dev_ females compared with NCD_dev_ females after the switch to HFD_lard_ (Fig. 3k). Unlike EE, locomotion and respiratory exchange ratio were identical between the two groups after the switch to HFD_lard_ (Extended Data Fig. 8e–l). Notably, exposure to BFD exclusively during adulthood did not alter EE upon the switch to HFD_lard_ (Fig. 3l and Extended Data Fig. 8m–r), indicating that the decreased EE observed in BFD_dev_ is contingent on the sensory detection of fat-related cues during early life. As iBAT thermogenesis plays a central role in the regulation of EE in mice, we measured iBAT thermogenesis longitudinally in response to HFD_lard_ feeding (Fig. 3m). Pre-HFD_lard_, iBAT thermogenesis was similar between BFD_dev_ and NCD_dev_ mice. After switching to HFD_lard_, iBAT thermogenesis increased in both NCD_dev_ and BFD_dev_ mice (Fig. 3m). However, iBAT thermogenesis was lower in BFD_dev_ compared with NCD_dev_. This reduction in iBAT temperature was also accompanied by decreased expression of iBAT thermogenesis-related genes such as *Cidea* or *Pparg* (Fig. 3n). Therefore, we found that developmental exposure to HFD-related sensory signals alters metabolic flexibility and homeostatic responses to HFD in adult mice.

## Developmental exposure to fat-related sensory cues alters life-long AgRP neuronal activity dynamics

We next determined whether the exacerbated obesogenic responses and altered homeostatic responses induced by developmental exposure to fat-related sensory cues correlate with functional alterations in key homeostatic circuits. Based on their pivotal metabolic regulatory functions and their known implications in obesity-associated metabolic outcomes, we focused on Agouti-related peptide (AgRP) expressing neurons in the arcuate nucleus of the hypothalamus (ARH)^47–49^. AgRP neurons are highly active upon fasting and are pivotal homeostatic regulators of food intake, insulin sensitivity, EE and iBAT thermogenesis. To probe for the long-lasting influence of early life exposure to fat-related sensory cues on AgRP neurons, we monitored AgRP calcium dynamics in vivo in response to nutritionally relevant stimuli, including food as well as hunger and satiety hormones. To measure AgRP neuronal activity, fibre photometry was performed in adult NCD_dev_ and BFD_dev_ mice expressing the genetically encoded calcium indicator GCaMP6s in AgRP neurons (Fig. 4a).

**Fig. 4:**
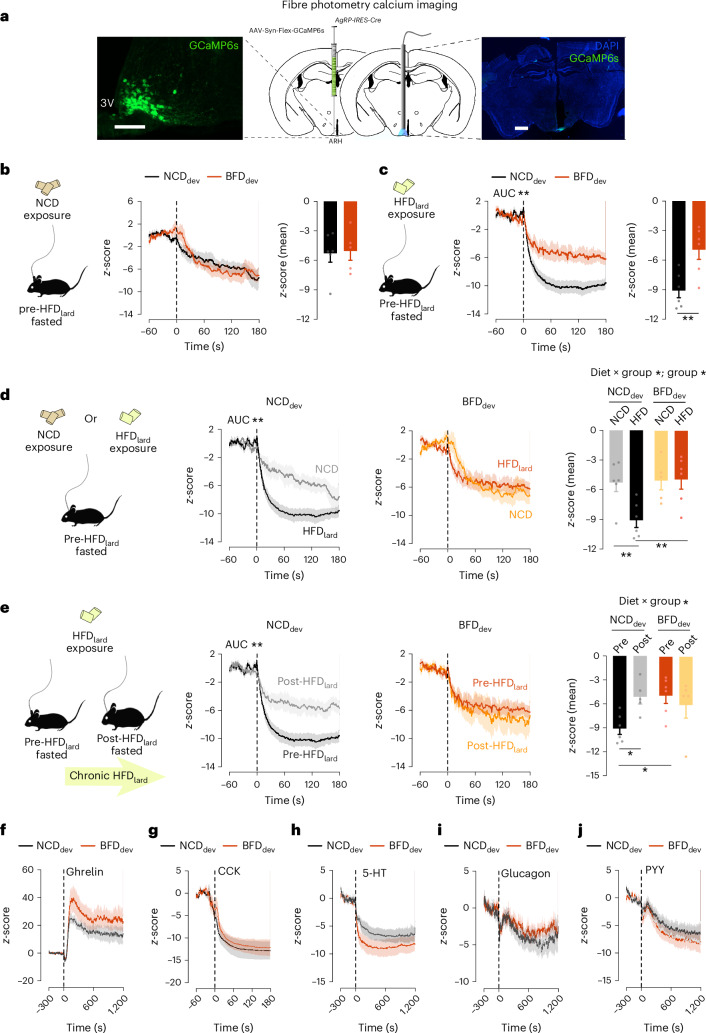
Developmental exposure to fat-related sensory cues primes an obese-like AgRP neuronal response before HFD_lard_-induced obesity. **a**, Schematic of viral injection of the calcium sensor GCaMP6s in the ARH and cannula implantation in AgRP-IRES-Cre mice for GCaMP6s-based fibre photometry. **b**,**c**, AgRP calcium dynamics and average *z*-score in response to NCD presentation pre-HFD_lard_ (unpaired two-tailed *t*-test; *n* = 6, 5) (**b**), non-naive HFD_lard_ presentation in NCD_dev_ and BFD_dev_ mice pre-HFD_lard_ (unpaired two-tailed *t*-test; *n* = 6, 6; *P* = 0.0071) (**c**). **d**, Comparison of the AgRP neuronal dynamics and average *z*-score in response to NCD and HFD_lard_ presentation in lean mice non-naive to HFD_lard_ in NCD_dev_ and BFD_dev_ (two-way ANOVA; uncorrected Fisher’s LSD post hoc; *n* = 6, 6; *n* = 5, 6, respectively; *P* group = 0.025; *P* interaction = 0.0417) (AUC_NCDdev_: unpaired two-tailed *t*-test; *n* = 6, 6; *P* = 0.0085). **e**, Comparison of the AgRP neuronal dynamics and average *z*-score in response to HFD_lard_ presentation following 4 weeks of HFD_lard_ feeding in NCD_dev_ and BFD_dev_ mice with average *z*-score (two-way ANOVA; uncorrected Fisher’s LSD post hoc test; *n* = 6, 5; *n* = 6, 5; *P* interaction = 0.0292) (AUC_NCDdev_: unpaired two-tailed *t*-test; *n* = 6, 5; *P* = 0.007). **f**–**j**, AgRP calcium dynamics pre-HFD_lard_ in response to intraperitoneal (i.p.) administration of ghrelin (*n* = 5, 7) (**f**), cholecystokinin (CCK) (*n* = 5,5) (**g**), serotonin (5-HT) (*n* = 5, 7) (**h**), glucagon (*n* = 4,7) (**i**) and peptide YY (PYY) (*n* = 5, 7) (**j**). Unpaired two-tailed *t*-test on the AUC (Extended Data Fig. 9h–l) (**f**–**j**). Statistics are depicted as for two-way repeated-measures ANOVA group comparison; unpaired *t*-test. Bars represent mean value. Error bars represent s.e.m. *P ≤ 0.05, **P ≤ 0.01. Source data

Sensory detection of food-related cues rapidly and sharply decreases AgRP neuronal activity, and food ingestion sustains their inhibition^20,23–25,27^. In addition, studies have shown that obesity strongly impinges on AgRP neuronal activity dynamics^50,51^. In particular, the responsiveness of AgRP neurons to HFD is reduced in diet-induced obese mice^50,51^. To study the activity dynamics of AgRP neurons in our model, we first studied the AgRP calcium dynamics in fasted mice in response to food presentation. As AgRP neuronal inhibition in response to food is proportional to caloric content, we recorded AgRP calcium dynamics in adult NCD_dev_ and BFD_dev_ in response to both NCD and HFD_lard_ exposure. Of note, these photometry recordings have been performed in lean animals before chronic HFD_lard_ feeding but non-naive to HFD_lard_ to control for behavioural changes upon the first encounter with HFD_lard_ (Extended Data Fig. 9a). These experiments revealed that, as previously described, NCD presentation rapidly inhibited AgRP neurons (Fig. 4b). The AgRP neuronal response upon NCD presentation was identical in both groups (Fig. 4b). In striking contrast, AgRP neuronal inhibition upon HFD_lard_ presentation was largely blunted in BFD_dev_ compared with NCD_dev_ mice (Fig. 4c). In NCD_dev_ mice, the magnitude and dynamics of AgRP neuronal inhibition in response to food is proportional to the nutritional value, with HFD_lard_ presentation resulting in greater AgRP neuronal inhibition than NCD (Fig. 4d). In contrast, AgRP neuronal activity is identical in response to NCD and HFD_lard_ presentation in BFD_dev_ mice (Fig. 4d). Hence, developmental exposure to fat-related sensory cues impairs AgRP neuronal responses to dietary fat and outweighs the learnt responses to the food’s nutritional value. Collectively, these results revealed that adult mice developmentally exposed to fat-related sensory cues display functional dysregulations of AgRP neuronal responses that phenocopy those of adult HFD_lard_-fed obese mice while still lean and maintained on chow diet.

We then sought to investigate whether the ‘obese-like’ AgRP calcium dynamics in BFD_dev_ mice will be further affected by HFD_lard_-induced obesity. Hence, mice were switched to HFD_lard_ for 4 weeks and we repeated the fibre photometry recordings (post-HFD_lard_) (Extended Data Fig. 9a). These analyses revealed that, in line with previous reports, in NCD_dev_ animals, the inhibition of AgRP neuronal activity in response to HFD_lard_ is largely reduced in obese HFD_lard_-fed mice compared with lean mice (pre-HFD_lard_) (Fig. 4e and Extended Data Fig. 9b,c). In contrast, in BFD_dev_ mice, chronic HFD_lard_ feeding has no additional effects on AgRP neuronal inhibition in response to HFD_lard_ presentation (Fig. 4e and Extended Data Fig. 9b,c). Notably, the AgRP responses to HFD_lard_ in BFD_dev_ mice pre- and post-HFD_lard_ feeding are indistinguishable (Fig. 4e). Thus, early life exposure to fat-related sensory cues primes AgRP neuronal desensitization to dietary fat in ways that mirror that of diet-induced obese animals and that forego the onset of diet-induced metabolic alterations.

AgRP neuronal activity is modulated not only by food cues but also by hunger and satiety hormones^20,23,24,27,50,51^. Consequently, we next investigated whether the dampened AgRP neuronal response to HFD_lard_ could originate from changes in circulating levels of satiety hormones and/or altered AgRP neuronal responses to these hormones pre-HFD_lard_. Circulating levels of leptin, cholecystokinin (CCK) and peptide YY (PYY) after HFD_lard_ ingestion were similar between NCD_dev_ and BFD_dev_ mice (Extended Data Fig. 9d–f). We then assessed AgRP neuronal activity of NCD_dev_ and BFD_dev_ mice in response to the hunger-related hormone ghrelin and to key post-prandial AgRP neurons’ regulators (CCK, serotonin (5-HT), glucagon and PYY) (Extended Data Fig. 9g). AgRP neuronal activity did not differ between NCD_dev_ and BFD_dev_ mice in response to intraperitoneally (i.p.) administered ghrelin (Fig. 4f and Extended Data Fig. 9h), CCK (Fig. 4g and Extended Data Fig. 9i), 5-HT (Fig. 4h and Extended Data Fig. 9j), glucagon (Fig. 4i and Extended Data Fig. 9k) and PYY (Fig. 4j and Extended Data Fig. 9l). Therefore, developmental exposure to fat-related sensory cues led to a selective impairment in AgRP neuronal responses to dietary fat without affecting responses to key hormonal signals.

## Sensory programming of metabolism is dependent on sensory/caloric association

As in our model the bacon sensory cues are associated with the nutritive components of the ingested (flavoured) NCD, we sought to investigate if the sensory programming of obesity is contingent on the coupling with calorie ingestion. To unravel whether sensory stimulation alone is sufficient to prime long-term metabolic health, we repeated the developmental exposure to BFD in dams fed NCD but exposed to non-accessible BFD (Extended Data Fig. 10a). More precisely, we created a model of passive BFD exposure in NCD-fed dams by placing BFD in a metal mesh in the cage to expose the mice to its sensory signals uncoupled from its intake. Passive exposure to BFD (BFD_caged_) did not alter maternal weight gain or weight gain per pup (Extended Data Fig. 10b,c). Furthermore, passive exposure to BFD during development (BFD_dev;caged_) did not influence HFD_lard_-induced weight gain (Extended Data Fig. 10d). Altogether, these experiments suggest that the coupling of both sensory and nutritive food components is a prerequisite for the sensory programming of metabolism.

To substantiate the importance of sensory/caloric associations for the long-term susceptibility to obesity, we designed another model of developmental activation of sensory circuits independent of dietary manipulation. In mice, the neonatal period is critical for the experience-dependent regulation of sensory circuit development and responses later in life^16,17,52^. In particular, developmental acquisition of odour preference is dependent upon the activity of OSNs which reside in the main olfactory epithelium^16,17,52^. Accordingly, we developed a non-invasive optogenetic-based model of neonatal activation of a defined olfactory circuit to assess the subsequent consequences on odour-evoked behaviours, food preference and obesity development. Having identified acetophenone as a volatile highly enriched in BFD and HFDs (Fig. 2m), we selectively activated OSNs expressing olfactory receptor 151 (Olfr151, also known as M71), a primary olfactory receptor for acetophenone^53^. We targeted the red-shifted variant of channelrhodopsin (ReaChR), which allows non-invasive light stimulation^54^ of M71-expressing OSNs in pups. This experimental design enables to investigate the role of neonatal activation of an acetophenone-responsive circuit on long-term behavioural and obesogenic outcomes, independent of maternal diet or direct acetophenone exposure. By selectively activating this sensory circuit during early postnatal development, we aimed to establish a proof-of-concept experiment to isolate the effects of early sensory circuit activation on lasting behavioural and metabolic trajectories.

To first validate that optogenetic activation of M71 can resemble exposure to acetophenone in the absence of sensory experience, we conducted experiments in adult mice expressing ReaChR in M71-expressing neurons (M71^ReaChR^_adult_) (Fig. 5a–e and Extended Data Fig. 10e–h). To determine if optogenetic stimulation of M71 can guide future olfactory behaviour in response to acetophenone, we paired photostimulation of M71 glomeruli in the olfactory bulb (where OSN-expressing M71 axons converge) with a food reward in the form of a sucrose-coated HFD_lard_ pellet (Fig. 5a,b). We then subjected the mice to a two-chamber odour preference test, exposing them to acetophenone and isoamyl acetate as control odour (Fig. 5b). In the absence of experimental intervention, mice typically showed no preference between the two odours (Fig. 5c and Extended Data Fig. 10e). In contrast, pairing M71 stimulation with a food reward triggered a preference for the acetophenone side in M71^ReaChR^_adult_, while M71^WT^_adult_ control mice showed no preference between the two odours (Fig. 5d,e and Extended Data Fig. 10f–h). These experiments confirm that M71 photostimulation effectively mimics activation of acetophenone-sensitive circuits in the absence of real odour experience.

**Fig. 5:**
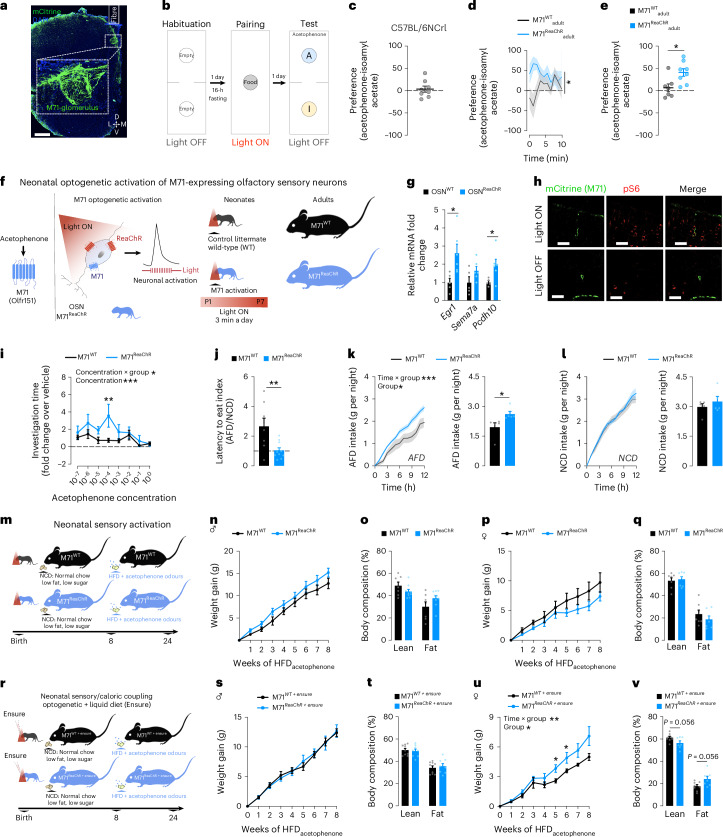
The sensory programming of metabolism is contingent on sensory/caloric association. **a**–**e**, Optogenetic activation of M71 glomeruli in M71-IRES-Cre:R26-LSL-ReaChR-mCitrine adult mice. Representative image of fibre placement above a M71 glomerulus in the olfactory bulb; scale bar, 300 μm (green, mCitrine (M71); blue, 4,6-diamidino-2-phenylindole (DAPI)) (**a**). Schematic of the experimental design to pair M71 photostimulation with a food reward in adult mice (**b**). The implantation of artificial memory was assessed using a two-chamber place preference test, with each chamber containing either acetophenone or a control odour (isoamyl acetate). Place preference test in C57BL/6NCrl mice (*n* = 8) (**c**). Odour preference in mice expressing ReaChR in M71 cells (M71^ReaChR^_adult_) and control littermates (M71^WT^_adult_). Odour preference test (two-way repeated-measures ANOVA; Sidak’s post hoc; *n* = 7, 8; *P* group = 0.0151) (**d**) and average preference of M71^ReaChR^_adult_ and M71^WT^_adult_ mice (unpaired two-tailed *t*-test; *n* = 7, 8; *P* group = 0.015) (**e**). **f**, Paradigm of neonatal optogenetic activation of M71-expressing OSNs. **g**, Gene expression of OSN activity-dependent genes in P3 pups expressing ReaChR in OMP-expressing OSNs (OSN^ReaChR^) or WT OSNs (OSN^WT^) 60 min after optogenetic stimulation (multiple unpaired two-tailed *t*-test; *n* = 5, 6; *P Egr1* = 0.0184; *P Pcdh10* = 0.0337). **h**, Representative images of S6-phosphorylation (pS6) in the main olfactory epithelium in P5 pups expressing ReaChR in M71 OSNs (M71^ReaChR^) and control littermates (M71^WT^) (green, mCitrine (M71); red, pS6), scale bar, 20 μm. **i–v**, Behavioural and metabolic analysis of adult mice optogenetically stimulated during neonatal life. Investigation time of progressively increasing concentrations of acetophenone normalized to vehicle (two-way repeated-measures ANOVA; Sidak’s post hoc; *n* = 6, 5; *P* concentration < 0.0001; *P* interaction = 0.0349) (**i**). Latency to eat AFD normalized to NCD following overnight fast (unpaired two-tailed *t*-test; *n* = 8, 11; *P* = 0.0048) (**j**). Cumulative food intake of AFD upon first exposure during the dark cycle (time curve: two-way repeated-measures ANOVA; Sidak’s post hoc; *n* = 5, 5; *P* group = 0.0364; *P* interaction = 0.0003) (total AFD intake, unpaired two-tailed *t*-test; *n* = 5, 5; *P* group = 0.0339) (**k**). Cumulative NCD intake (time curve, two-way repeated-measures ANOVA; *n* = 5, 5) (total NCD intake, unpaired two-tailed *t*-test; *n* = 5, 5) (**l**). Paradigm of neonatal optogenetic activation of M71-expressing OSNs and subsequent feeding of HFD_acetophenone_ (**m**). Metabolic phenotyping of adult offspring optogenetically stimulated during the first week of life and fed a HFD_acetophenone_ during adulthood. Body weight gain of male offspring on HFD_acetophenone_ (two-way repeated-measures ANOVA; *n* = 14, 12) (**n**). Body composition of males following HFD_acetophenone_ (two-tailed Wilcoxon rank-sum test; *n* = 7, 9) (**o**). Body weight gain of female offspring on HFD_acetophenone_ (two-way repeated-measures ANOVA; *n* = 8, 10) (**p**). Body composition of females following HFD_acetophenone_ (two-tailed Wilcoxon rank-sum test; *n* = 7, 7) (**q**). Schematic of the neonatal sensory/caloric coupling paradigm: light stimulation was coupled to the intake of high-calorie liquid diet Ensure in pups expressing ReaChR in M71-expressing OSNs (M71^ReaChR+Ensure^) and control littermates (M71^WT+Ensure^) (**r**). Metabolic phenotyping on HFD_acetophenone_. Body weight gain of male offspring on HFD_acetophenone_ (mixed-effects model; *n* = 10, 11) (**s**). Body composition of males following HFD_acetophenone_ (two-tailed Wilcoxon rank-sum test; *n* = 9, 8) (**t**). Body weight gain of female offspring on HFD_acetophenone_ (mixed-effects model; Tukey’s post hoc; *n* = 9, 9; *P* group = 0.0182; *P* interaction = 0.0036) (**u**). Body composition of females following HFD_acetophenone_ (two-tailed Wilcoxon rank-sum test; *n* = 8, 7; *P* = 0.056) (**v**). Statistics are depicted as: for two-way ANOVA, group comparison and time x group interaction; for multiple unpaired *t*-test and Wilcoxon rank-sum test, horizontal bars represent group comparison. Bars represent mean value. Error bars represent s.e.m. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. Source data

To activate M71-expressing OSNs during neonatal life, the snouts of pups expressing ReaChR in M71 neurons (M71^ReaChR^) and their control Cre-negative littermates (M71^WT^) were light-stimulated from postnatal day 1 to 7 (Fig. 5f), which covers the olfactory critical period pivotal for developmental acquisition of odour preference^16,17,52^. To validate this approach in pups, a red light was placed over the snout of pups expressing ReaChR in all OSNs (OSN^ReaChR^) at postnatal day 3 before assessing the resulting regulation of activity-dependent genes (Fig. 5g and Extended Data Fig. 10i). Expression of *Egr1* and *Pcdh10* increased upon light stimulation in OSN^ReaChR^ pups, but not in light-stimulated Cre-negative littermates (OSN^WT^) or in OSN^ReaChR^ non-light-stimulated pups (Fig. 5g and Extended Data Fig. 10i), demonstrating specific and selective light-induced activation of OSNs. Furthermore, light stimulation activated M71-expressing neurons in the MOE of ReaChR-expressing pups (M71^ReaChR^), as indicated by S6 phosphorylation, an effect not seen in Light OFF control animals (Fig. 5h). Thus, this model allows for acute, selective and non-invasive activation of olfactory circuits in neonates.

We first investigated the influence of this neonatal optogenetic activation of M71-expressing OSNs on the long-term acetophenone preference. Adult mice that underwent M71 optogenetic stimulation during early life (M71^ReaChR^) exhibited a preference for acetophenone as revealed by an increased investigation time of defined acetophenone concentrations (Fig. 5i). Furthermore, in an olfactory habituation-dishabituation test, M71^ReaChR^ mice exhibited increased investigation time for a HFD flavoured with acetophenone (HFD_acetophenone_) (Extended Data Fig. 10j). To further assess the influence of M71 neonatal activation on feeding-related behaviour in adulthood, we exposed mice to NCD flavoured with acetophenone odour (AFD). Latency to eat AFD decreased in adult M71^ReaChR^ compared with M71^WT^ animals (Fig. 5j), demonstrating that neonatal optogenetic activation of M71-expressing OSNs is sufficient to programme odour preference in adulthood. Remarkably, M71^ReaChR^ mice ate significantly more AFD (Fig. 5k), whereas intake of NCD was identical in both groups (Fig. 5l and Extended Data Fig. 10k). Further analysis of feeding behaviour revealed that increased AFD intake in M71^ReaChR^ mice occurred only acutely (the first day) and that both groups ingested a similar quantity of AFD on the second day (Extended Data Fig. 10l). Thus, selective neonatal stimulation of olfactory circuits primes acute food preference similar to the HFD preference observed in BFD_dev_ mice_._ Together, these findings reveal that activation of sensory circuits during development is sufficient to gate feeding preference in adulthood.

To evaluate whether neonatal optogenetic activation of a distinct sensory circuit can influence the onset of obesity in adulthood, adult M71^ReaChR^ and Olfr51^WT^ mice were fed HFD_acetophenone_ (Fig. 5m). Neonatal M71 optogenetic activation did not significantly influence diet-induced weight gain (Fig. 5n) or adiposity neither in males (Fig. 5o and Extended Data Fig. 10m) nor in females (Fig. 5p,q and Extended Data Fig. 10n). Thus, activation of sensory circuits alone programmes food and odour preference, but is not sufficient to exacerbate the obesogenic responses to HFD_acetophenone_.

In contrast to our BFD-based model of developmental exposure to fat-related odours, optogenetic-based activation of sensory circuits is uncoupled from caloric intake. To investigate whether the sensory programming of metabolism relies on the association between sensory input and caloric intake, we paired neonatal M71 optogenetic activation with caloric ingestion. This sensory/caloric coupling was achieved by allowing the pups to lick the calorie-dense liquid diet Ensure during optogenetic stimulation (M71^ReaChR+Ensure^ versus M71^WT+Ensure^) (Fig. 5r). Crucially, as pups consume only a small fraction of their daily caloric intake during the optogenetic procedure, this model enables sensory-caloric coupling without triggering neonatal overeating.

Coupling neonatal M71 optogenetic stimulation to caloric intake did not affect HFD_acetophenone_-induced weight gain (Fig. 5s) or adiposity (Fig. 5t and Extended Data Fig. 10o) in males. In contrast, M71^ReaChR+Ensure^ females showed exacerbated weight gain (Fig. 5u; interaction sex × developmental diet × time, *P* = 0.02) and adiposity (Fig. 5v and Extended Data Fig. 10p; interaction sex x developmental diet: *P* = 0.03) compared with M71^WT+Ensure^ control mice. Collectively, these results highlight that the sensory programming of metabolism is contingent on sensory/caloric association and further corroborate sexual dimorphism in these responses.

## Discussion

Extensive research over the past three decades has established that maternal dietary habits can profoundly shape the health trajectories of their offspring. Yet, the primary focus has remained on the caloric and nutritional composition of the diet, while the role of food chemosensory cues has been neglected. Here, we demonstrate that exposure to the non-nutritive sensory components of HFD during development is sufficient to induce long-lasting metabolic dysregulation and prime obesity similar to the deleterious effects triggered by obese or HFD-fed dams^1–5^.We reveal that early life exposure to fat-related sensory cues is sufficient to shift the responses of reward-related mesolimbic dopaminergic and homeostatic AgRP circuits towards response characteristics of obese animals. Altogether, we identify a novel pivotal mechanism through which maternal diet primes long-term metabolism and programmes obesity in the offspring.

Our study provides evidence that maternal obesity per se and its associated adverse metabolic outcomes are not solely responsible for the metabolic programming triggered by maternal HFD feeding. Our results are in line with previous work revealing that offspring of lean HFD-fed dams have an increased risk for metabolic dysregulation^1,3,4^. Notably, studies in non-human primates revealed that HFD consumption in diet-resistant lean mothers triggered metabolic alterations in the offspring^7,8^. Conversely, switching obese non-human primate mothers to a chow diet exclusively during pregnancy reversed peripheral alterations in their offspring^7^, further corroborating that diet itself plays a key programming role independent of maternal health status.

Maternal HFD consumption affects dopamine circuits and induces a preference for HFD in the offspring^41,55,56^. While the diet-induced remodelling of dopamine responses has been largely attributed to the hyperlipidaemic and hypercaloric aspects of palatable foods, our study alternatively reveals another pathway by demonstrating that non-nutritive sensory cues influence the mesolimbic reward pathway in adulthood. Critically, the blunted dopamine release observed in the LAcbSh and the shift in preference for HFD over a less palatable chow diet have recently been reported in adult HFD-fed mice^50^. The dampened dopamine response observed in BFD_dev_ mice occurred in lean NCD-fed animals, suggesting that these alterations occur independently of metabolic changes. Consistent with our results, other studies have reported that altered dopamine responses to food and subsequent changes in feeding behaviour can occur in the absence of weight gain or metabolic alterations in adult animals fed HFD^50,57,58^. We show that the presence of fat-related sensory cues in the developmental diet not only durably altered dopamine responses to food, but also gated food discrimination and preference. Our neonatal M71 optogenetic model further emphasizes the importance of sensory circuit activation during development in shaping odour and food preference in adulthood. Although we attribute the results of the food preference test to a preference, they may also reflect reduced or absent neophobia (the reluctance to consume unfamiliar foods), which affects food choice, particularly in children^59^. Aligned with other studies^60^, the preference for HFD_lard_ occurs over the course of the first day of exposure in control animals, while mice exposed to BFD during development show an almost immediate preference for HFD_lard_ over the control diet. Further supporting the involvement of neophobia, the effects on feeding preference were acute (≈24 h), indicating they arise from behavioural differences during initial encounters. Of note, while pups begin ingesting solid food in the second postnatal week, raising the possibility of pre-weaning BFD effects, our diet-independent neonatal optogenetic model rules out any major contribution of pup-driven BFD intake to the observed phenotypes.

In contrast to observations in adult obese mice^50,51^, our model of developmental exposure to fat-related sensory cues shows that the diminished dopamine release in response to NCD was not accompanied by changes in AgRP neuronal activity. In fact, NCD exposure induced a rapid inhibition of AgRP neuronal activity in both groups, in line with the previously described sensory inhibition of these neurons^20,23–25,27^. This suggests that food sensory experiences in early life independently influence mesolimbic dopamine and AgRP hunger circuits to gate preference towards HFD and trigger metabolic alterations, respectively. Despite similar responses to NCD exposure, BFD_dev_ mice exhibited AgRP neuronal desensitization to dietary fat, a phenomenon typically observed in mice chronically fed HFD^50,51^. Our findings align with previous studies demonstrating that genetic disruption of AgRP neuronal function leads to increased EE^61–65^. Similarly, neonatal ablation of AgRP neurons^66^ as well as deletion of either the entire AgRP neuronal population or specific subpopulations^67,68^ elevate EE, further emphasizing the critical role of AgRP neurocircuits in the regulation of energy metabolism and body weight control. Remarkably, early life sensory cues can outweigh the profound effects on AgRP neurons of diet-induced obesity during adulthood, which had no additional detrimental consequences on these neurons. While maternal HFD feeding has a well-known negative influence on the development of AgRP neurocircuits^1,39,42^, the blunted responses to HFD did not seem to derive from general dysfunction of AgRP neurons, as they responded appropriately to NCD exposure and peripheral hormones. Consistent with the altered responses to HFD centrally and metabolically, reduced food cue-induced control of feeding behaviour is associated with overweight and obesity susceptibility in rodents and humans^69–73^. Considering the numerous central and peripheral pathways involved in the regulation of energy homeostasis, further studies will be required to define whether early life exposure to fat sensory cues influences processes beyond those described in this study. Collectively, our findings demonstrate that fat sensory cues during development are sufficient to mimic the deleterious effects of HFD-induced obesity on AgRP neurons and resulting metabolic alterations.

Recent investigations of the regulation of AgRP neuronal activity dynamics revealed the critical importance of learning processes^20,23–25,60,74,75^. Consumption of a novel food in a single trial is sufficient to condition AgRP responses proportionally to the caloric content upon exposure to sensory food cues^20^. In adult mice, this learnt sensory regulation of AgRP neurons is dependent on food consumption and the subsequent activation of chemosensory pathways in the intestine^76,77^. Here, we provide evidence for the importance of learnt sensory/caloric coupling mechanisms during the developmental period, likely mirroring what is occurring during adulthood. Our study indicates that developmental exposure to fat sensory cues coupled with a NCD might pre-empt the learnt AgRP neuronal response to HFD_lard_ during adulthood, resulting in maladaptive central and peripheral responses to an obesogenic diet. Furthermore, we demonstrate that the sensory programming of metabolism necessitates calorie ingestion. While real (caged food) and artificially implanted (neonatal optogenetics) food sensory memories during development did not influence diet-induced obesity when uncoupled from calorie intake, reintroducing calorie ingestion during neonatal M71 activation led to detrimental metabolic consequences. Remarkably, a short, daily artificial activation of M71 paired with caloric intake during the first days of life was sufficient to substantially exacerbate obesity and adiposity. In contrast, neonatal M71 activation, when uncoupled from caloric intake, did not induce metabolic alterations but was sufficient to influence odour and feeding preferences in adulthood. These findings suggest a model wherein food sensory cues during development gate feeding preferences independently of caloric intake, whereas the sensory programming of metabolism requires the coupling of sensory cues with calories. Given that both HFD and BFD emit a complex array of volatiles beyond acetophenone, our models of acetophenone exposure trough maternal diet and M71 neonatal activation serve as a proof of concept to validate the role of HFD-derived odorants in sensory modulation of metabolism, rather than delineating the primary molecular pathway mediating this effect. Future studies are required to dissect the intricate odour profile of fatty foods and elucidate the specific volatiles and olfactory receptors contributing to long-term obesogenic outcomes.

In mice, the acquisition of innate odour recognition is particularly influenced by sensory experience during early postnatal development^16,17,52^. Notably, OSN activity during this period regulates the expression of axon-sorting molecules, which in turn directly influence their development and life-long function^16,17,52^. Consistent with this, our optogenetic stimulation of M71 led to increased expression of axon-sorting molecules, including *Pcdh10*. Previous studies have demonstrated that OSN activity during this critical period, and the resulting modifications in the wiring of the glomerular map, have long-lasting effects on odour-evoked behaviours for odours encountered during development^16–19^. Accordingly, optogenetic stimulation of M71 olfactory circuits during the first week of life was sufficient to gate odour and feeding preference. Furthermore, neonatal M71 activation coupled with caloric intake and exposure to BFD during lactation triggered metabolic alterations only in females, highlighting that postnatal development may be a critical period for sensory programming of metabolism. This finding suggests that the sex-specific windows of sensitivity in models of maternal under- or over-nutrition also extend to the sensory programming of metabolism^78^. Although we did not observe sexual dimorphism in the sensory-induced programming of metabolism by bacon sensory cues when exposed throughout the developmental period, female mice exhibited heightened sensitivity to other paradigms of developmental food sensory manipulations. These sex-specific effects might arise from numerous factors, including sexual dimorphism in olfactory signalling^79^ and the sex-specific expression of distinct olfactory receptors in the main olfactory epithelium^80,81^. Further studies are required to clarify how sex shapes metabolic sensory programming, including effects on OSN activity and axon-sorting molecules. As experience drives sex differences in pheromone-sensing neurons of the vomeronasal organ^82^, the main olfactory epithelium may exhibit similar sex-dependent responses to specific food-related odorants. In addition, given that each diet has a complex odour profile composed of a large variety of volatiles, the lack of metabolic alterations in males exposed to acetophenone suggests that other volatiles may play a more prominent role in mediating the effects in males. Critically, the finding that developmental exposure to a single HFD_lard_-derived volatile sets the stage for obesity in adulthood further highlights the crucial importance of early food sensory experiences.

This study expands on previous work in human and animal models demonstrating that early chemosensory transmission through maternal diet can dictate feeding habits until adulthood towards a preference for the odours to which the embryos and neonates were exposed during development^12,15–19^. As the olfactory and gustatory systems are among the first senses to develop, food sensory experiences already begin in the amniotic environment in both humans and rodents. This early chemosensory transmission likely confers a notable evolutionary advantage by serving as teaching signals to guide individuals towards safe food choices while helping them avoid potentially toxic options. However, our study indicates that perinatal odour and flavour learning not only transmits food preferences to subsequent generations but can also have detrimental consequences for their metabolic health. In light of the large number of women consuming a HFD during pregnancy and lactation, these insights are important as they suggest that even a healthy weight mother, when exposed to an unhealthy fat-rich diet and despite apparent optimal health status, might put her offspring at higher obesity risk later in life. These findings might have far-reaching implications related to the long-term consequences of the consumption of flavouring agents during pregnancy and lactation. Given the rising prevalence of food additives in modern processed diets, our study raises the possibility that exposure to artificial flavours during development might create a mismatched association between food sensory signals and expected calorie content that might programme long-lasting inappropriate physiological and behavioural responses later in life. In this context, acetophenone, which we found to be sufficient to induce obesity in females when exposure occurs during development, is naturally present in foods, but is also an FDA-approved food flavouring agent widely used in industry. These findings, therefore, raise important questions about their translational relevance for human health and behaviour. In summary, our study reveals that the early life sensory environment exerts a long-lasting influence on the regulation of central responses to food cues and metabolic health and that an exacerbated response to an obesogenic diet can be primed by the mere exposure to fat-related sensory cues during development.

## Methods

### Animal care

Animal care, handling, and experimental procedures were conducted in compliance with protocols approved by local government authorities (Bezirksregierung Köln). Permission to maintain and breed mice was issued by the Department for Environment and Consumer Protection, Veterinary Section, Cologne, North Rhine-Westphalia, Germany. All mice were housed in individually ventilated cages at 22–24 °C at constant humidity (50–70%) with a 12-h light–dark cycle with ad libitum food and water unless otherwise stated for experimental conditions.

### Mouse models

C57BL/6NCrl mice were purchased from Charles River. AgRP-IRES-Cre mice (JAX stock, #012899)^65^, M71-IRES-Cre (JAX stock, #006677)^83^, OMP-Cre (JAX stock, #006668)^83^ and R26-LSL-ReaChR-mCitrine (JAX stock, #026294)^54^ were originally obtained from The Jackson Laboratory. Cre lines were maintained heterozygous through breeding to wild-type C57BL/6NCrl (Charles River), while R26-LSL-ReaChR-mCitrine mice were maintained as homozygous stock breeding at the Max Planck Institute for Metabolism Research.

### Diets

All diets used were obtained from ssniff Spezialdiäten (ssniff). NCD (ssniff R/M-H-Phytoestrogenarm) was used as the control maintenance diet and contained 57% calories from carbohydrates, 34% from protein and 9% from fat. The BFD, the PB-FD and AFD are isonutritional diets to NCD, containing 0.15% artificial flavours (Elli’s Aromen; bacon, AS10301; peanut butter, AS10312) or 1% acetophenone (AFD, used in behavioural tests). HFDs used in this study are: HFD_lard_ (ssniff EF acc. D12492 (I) mod, which contains 21% calories from carbohydrates, 19% from protein and 60% from fat derived from pork lard); HFD_butter_ (ssniff EF acc. D12492 (I) mod, which contains 21% calories from carbohydrates, 19% from protein and 60% from fat derived from butter) and HFD_acetophenone_ containing 0.25% acetophenone in HFD (HFD_lard_; ssniff EF acc. D12492 (I) mod). The peanut butter-based HFD (HFD_peanut-butter_) containing 34.9% kcal from fat was produced in-house by mixing 40% organic peanut butter (Bio Erdnussmus, dm-Drogerie Markt) with 60% NCD (ssniff R/M-H-Phytoestrogenarm) previously ground using a Koenic food blender. Feeding preference tests were performed using control diet (CD; ssniff EF acc. E15748) containing 67% calories from carbohydrates, 20% of protein, and 13% of fat.

### Paradigm of developmental exposure to fat-related sensory cues through the diet

C57BL/6NCrl mice were ordered from Charles River between 5 and 6 weeks old and allowed to acclimate in a group setting of 4–5 mice per cage for 2–3 weeks. To minimize the increased risks of pup mortality reported in primiparous C57BL/6N mice, experimental cohorts of animals were generated using pregnancy-experienced females that have already undergone one pregnancy at 8 weeks old. Mice were paired one male to one female for breeding (1:1 breeding) to generate experimental cohorts. Male breeders were C57BL/6NCrl or AgRP-IRES-Cre heterozygotes for photometry experiments. Males were removed upon first signs of visible pregnancy and single caged. Females taking longer than 19 days to show visible signs of pregnancy were excluded. At postnatal day 1 (P1; day of birth considered as P0) pups were removed from the cage and tissue collected. One week later, males were paired back with the same females in a 1:1 breeding scheme. The presence of a vaginal plug was checked each morning and used to time pregnancy. The presence of a vaginal plug was designated as gestational day (GD) 0.5 and female mice lacking vaginal plugs for 7 days were excluded. At GD 4.5, the males were removed from the breeding cage and the diet of the dam was switched as appropriate to either BFD, PB-FD, AFD or remained on NCD. Dams were maintained on their respective diets until weaning of the pups at postnatal day (P) 21. Litter size was adjusted to ensure adequate and standardized nutrition until weaning. Litters containing more than eight pups were culled down to eight pups at P1 and only these litters or those with six to eight pups naturally were used for future experiments. Offspring from a minimum of two separate litters per group were used for every experiment.

### Paradigm of developmental exposure to BFD during gestation or lactation selectively

The exact same experimental paradigm as described above was followed with the differences that dams were either exposed exclusively to BFD from GD 4.5 until birth (BFD_ges_; exposure during gestation only) or from birth (P0) until weaning (P21) (BFD_lac_; exposure during lactation only).

### Paradigm of developmental exposure to fat-related sensory cues (‘caged BFD’)

For caged food cohorts, the accessible diet remained NCD for the entire duration but a wire mesh containing 100 g of either NCD or BFD was placed into the bottom of the food rack and replaced every other day. Breeding strategy and litter size controls were performed as detailed above.

### Metabolic phenotyping: time line

#### Maternal metabolic phenotyping

Dams were weighed every 3 days during gestation and lactation. At weaning of the pups, body composition was analysed using micro-CT and mice were fasted overnight and blood was collected for HOMA-IR measurements. For LC–MS-based analysis of the hydrophobic (lipids fractions), 12 days after giving birth, milk was collected as described below as well as trunk blood upon killing.

#### Offspring metabolic phenotyping

Pups were weaned at P21 onto their respective diets and were weighed weekly throughout their lifespan. An insulin tolerance test (ITT) and body composition pre-HFD were performed at 6 and 8 weeks of age, respectively. At 8 weeks of age, animals from both groups were switched onto a HFD (post-HFD). At 12 weeks old (4 weeks on HFD), an ITT post-HFD was performed. At 16 weeks of age, resting blood glucose measurements were taken using a handheld glucometer from venous tail blood. At 18 weeks old, another micro-CT scan was performed for body composition analysis and body length measurements were taken from snout to anus using a ruler.

#### Offspring metabolic phenotyping (M71^ReaChR^)

Metabolic phenotyping of mice optogenetically stimulated during neonatal life was performed as described above but mice were fed an HFD enriched with acetophenone (0.25%).

#### Adult cohort metabolic phenotyping

Mice for adult cohorts were purchased from Charles River at 5–6 weeks old, housed four mice per cage and allowed to acclimate for 2–3 weeks in the animal facility. At 8 weeks old, mice were changed to BFD or maintained on NCD. Mice were then metabolically phenotyped according to a similar schedule to offspring mice. In short, at 16 weeks old, mice of both groups were switched onto HFD (HFD_lard_, post-HFD_lard_). TSE metabolic phenotyping cages were used during the change to HFD at 16 weeks old (pre- and post-HFD), an ITT post-HFD was performed at 20 weeks old, and resting blood glucose was taken at 24 weeks old.

### Metabolic phenotyping: procedures

#### Insulin tolerance test

Each mouse underwent 1 week of habituation to daily handling and mock i.p. administration to minimize the stress induced by handling. Cages were changed the evening before the ITT to provide consistently clean cages and minimize leftover food spilling into the bedding. ITTs were performed in ad libitum-fed mice 2 h into the light cycle and food was withdrawn from the cage at the beginning of each test. Following determination of body weights and basal blood glucose concentrations, mice received an i.p. injection of 0.75 U kg^−1^ body weight of human insulin (Insuman Rapid, Sanofi Aventis) dissolved in room temperature 0.9% saline (Berlin Chemie). Blood glucose concentrations were measured from venous tail blood at baseline, 15, 30 and 60 min after injection using an automatic glucose monitor (Contour Ascensia, Bayer HealthCare).

#### Body composition analysis

Body composition analysis was performed using micro-computed tomography (micro-CT)-based imaging of mice under isoflurane anaesthesia. Data acquisition was performed in an IVIS Spectrum CT-scanner (Caliper LifeScience) using the IVIS LivingImage Software v.4.3.1. Quantification of fat and lean mass was performed with a modification of the Vinci software package v.4.61.038. Lean and fat mass were normalized to 100% before statistical analysis.

#### ELISA

Circulating leptin, CCK and PYY levels were measured in ad libitum-fed dams 5 h into the light phase. Circulating insulin levels were measured in overnight-fasted mice. For refeeding experiments, circulating leptin, CCK and PYY levels were measured in 12 weeks old overnight-fasted female mice. To perform experiments in HFD_lard_ non-naive mice, mice have received small pieces of HFD_lard_ pellets at least three times before experiments. Blood was collected by decapitation 10 min after HFD feeding. The blood was then centrifuged for 10 min at 10,000*g*, and the serum fraction was collected and snap frozen in liquid nitrogen. Insulin ELISA (Crystal Chem, 90080), leptin ELISA (Crystal Chem, 90030), PYY ELISA (Crystal Chem, 81501) and CCK ELISA (RayBiotech, EIA-CCK) were performed according to the manufacturer’s protocol.

#### HOMA-IR calculation

HOMA-IR was calculated as insulin (µIU ml^−1^) multiplied per glucose (mmol l^−1^) divided by 22.5.

#### Metabolic phenotyping cages

Measure of indirect calorimetry (EE and respiratory exchange ratio), locomotion and food intake were performed using the PhenoMaster System (TSE Systems). Mice were moved into training cages 3 days before data acquisition for acclimatation. Mice were maintained at 22 °C in sealed cages with ad libitum access to food and water. After 1 day in the PhenoMaster System to further acclimate, data acquisition was performed for 2 consecutive days starting 2 h into the light cycle on mice fed their respective diet (pre-HFD_lard_). Following the 2 days of pre-HFD_lard_ at 3 h into light cycle, mice were switched onto HFD_lard_ and recordings continued uninterrupted (post-HFD_lard_). All parameters were measured continuously and simultaneously. Data regarding EE were corrected for lean mass.

### Milk collection

At 12 days after giving birth, lactating mothers were injected with 2IU oxytocin (Merck, O4375), anaesthetized under isoflurane (2–3%), and maintained at 37.0 ± 0.5 °C by a thermostatically controlled water heating system. Then, 5 min later the nipples were manually massaged to promote milk ejection, which was collected manually using a pipette. The milk was immediately snap frozen in liquid nitrogen for storage at –80 °C until analysis. Dams were killed after milk collection and tissue collected from offspring.

### Amniotic fluid collection

Timed-pregnant dams carrying E15.5 fetuses fed NCD or BFD as described above were anaesthetized using 2% isoflurane and maintained on 2% isoflurane during the procedure. The abdominal skin was sterilized with Octenisept (Schülke) and an abdominal incision was made. The uterine horns were gently placed outside the abdominal cavity, sectioned and placed in phosphate-buffered saline (PBS) solution. Individual amniotic sacs were exposed and placed in a dry, sterile Petri dish. The amniotic membrane was carefully opened, allowing amniotic fluid to leak into the Petri dish, which was collected using a filtered micropipette and snap frozen in liquid nitrogen for storage at –80 °C until analysis. Following amniotic fluid collection, fetal and placental weight were recorded. Dams were killed after amniotic fluid collection and tissue collected from offspring.

### Maternal behaviour

Maternal behaviour was assessed at P5. Dams were transported in their home cage to the test room 1 h before the experiment for acclimatization and remained in their home cage throughout the behavioural test. Trials were conducted between 4–7 h into the light phase. A camera (C920s HD Pro Webcam camera, Logitech) was mounted to capture a top-down view and connected to a laptop for recording. Each dam completed six trials, alternating between male and female pups (three males and three females). For each trial, one pup along with a small amount of bedding was placed on a heating pad. Once the dam returned to the nest, the pup was placed at the diagonally furthest point from the nest. Each trial lasted a maximum of 2 min. Analysis was conducted by measuring the time (in sec) required to retrieve the pup to the nest.

### Gene expression analysis

#### Gene expression analysis

Samples were collected and snap frozen in liquid nitrogen. messenger RNA was extracted from the tissue using the mirVana miRNA Isolation kit (Ambion) and cDNA was produced by reverse transcription (High-capacity cDNA Reverse Transcription kit, Applied Biosciences). qPCR was performed using TaqMan Universal PCR Master Mix (Thermo Fisher) with Taqman probes (Thermo Fisher) listed below on a QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems). *Gapdh* (Mm99999915_g1) was used as a housekeeping gene unless otherwise stated and data were analysed using the ΔCt method.

#### Dam hypothalamus

At weaning of the pups (P21) ad libitum-fed dams were killed by decapitation. Taqman probes used: *Agrp* (Mm00475829_g1), *Npy* (Mm00445771_m1), *Pomc* (Mm00435874_m1), *Cartpt* (Mm04210469_m1), *Sst* (Mm00436671_m1), *Hcrt* (Mm01964030_s1), *Crh* (Mm01293920_s1), *Trh* (Mm01182425_g1), *Prl* (Mm00599949_m1), *Oxt* (Mm01329577_g1) and *Gal* (Mm00439056_m1).

#### iBAT

Adult females’ offspring ad libitum-fed were killed by decapitation after 1 week of HFD_lard_ feeding. Taqman probes used were *Ucp1* (Mm01244861_m1), *Adrb3* (Mm00442669_m1), *Cidea* (Mm00432554_m1), *Pparg* (Mm01184322_m1) and *Ppargc1* (Mm01208835_m1).

#### Tongue

Adult offspring were killed by decapitation. Taqman probes used were *Cd36* (Mm00432403_m1), *Ffar4* (Mm00725193_m1) and *Plcb2* (Mm01338057_m1).

#### Gene expression analysis following neonatal optogenetic stimulation

Cre-negative and OMP-Cre-positive offspring heterozygous for ReaChR were light-stimulated or mock-stimulated once at P3 and returned to their home cage with their mother for 1 h until killing by decapitation. Taqman probes used were *Egr1* (Mm00656724_m1), *Sema7a* (Mm00441361_m1), *Pcdh10* (Mm00477987_s1), *Cnga4* (Mm01278645_m1), *Neurog1* (Mm00440466_s1), *Adcy3* (Mm00460371_m1) and *Omp* (Mm00448081_s1). *Omp* was used as a housekeeping gene.

### HFD odour-induced hepatic p-mTOR

#### Olfactory exposure in freely behaving mice

Mice were split into cages containing two mice each 1 week before the experiment. A closed perforated metal tea ball was placed into their cages 3 days before to reduce the impact of a novel object during the experiment. Mice were acclimated to the experimental rooms and daily handling to minimize the effects of the odours related to the experimental room and the experimenter. After the acclimatization period, mice were fasted overnight and 2 h into the light cycle exposed to an empty tea ball (control, no odour) or to three pellets of HFD_lard_ in a tea ball that allowed mice to smell HFD_lard_ odours without physical access to the diet. Then, 30 min later, the mice were decapitated and the liver was quickly dissected and snap frozen in liquid nitrogen.

#### Protein isolation and western blotting

Approximately 50 mg liver tissue was transferred to a 2-ml tube containing 1 ml lysis buffer (containing Tris-HCl 25 mM, NaCl 25 mM, NP-40 1%, EDTA 1 mM, pH 7.4) with freshly added Halt Protease and Phosphatase Inhibitor Single-Use Cocktail (Thermo Fisher Scientific) and about 20 ZiO_2_ beads (VWR, CAS 432-0356). Samples were shaken for 2 min or until the tissue was fully digested. Samples were then centrifuged for 20 min at 15,000*g* and supernatant taken for protein quantification using Pierce BCA assay (Thermo Fisher Scientific). The protein samples were diluted to 2 mg ml^−1^ and mixed 1:4 with Laemmli sample buffer containing 10% β-mercaptoethanol.

Protein samples were run on a precast gel from Bio-Rad (4–15%) with 26 wells. Gels were run with a constant current of 130 V for 80 min. Transfer of gels to PVDF membranes was performed using Trans-Blot Turbo System (Bio-Rad) at 2.5 A and 25 V for 13 min. Gels were run in running buffer containing 25 mM Tris-HCl, 190 mM glycine and 0.1% SDS. Blots were blocked in 5% Western Blocking Solution (Roche, 11829200) in TBS-T (20 mM Tris, 150 mM NaCl, 0.1% Tween-20, pH 7.4) for 1 h at room temperature. Blots were incubated in the same solution containing anti-phospho mTOR (S2448) (Cell Signalling, 2971S) overnight at 4 °C. The next morning, the membrane was washed 3 × 5 min in TBS-T and the secondary HRP-conjugated anti-rabbit IgG (Invitrogen, 31466) was incubated at 1:1,000 for 60 min. Proteins were imaged using the Fusion Solo Vilber Lourmat system. Afterwards, blots were stripped in stripping buffer (10% SDS, 0.5 M Tris, 3.5% β-mercaptoethanol, pH 6.8) for 30 min at 56 °C and membranes were washed with TBS-T for 3 × 10 min and re-blocked. Incubation with anti-mTOR (Cell Signalling, 2972S) and HRP-conjugated anti-rabbit IgG (Invitrogen, 31466) was repeated as before. Band density was measured with ImageJ (National Institutes of Health). Data are presented as p-mTOR/mTOR and normalized to the average ratio of the non-food odour-exposed animals.

### iBAT temperature

#### iBAT temperature upon food odour exposure

At 8 weeks old, an implantable electronic transponder with thermal couple (IPTT-300, Bio Medic Data Systems) was placed between the scapulae through a small incision under anaesthesia (2% isoflurane). The incision was allowed to heal for 1 week during which the animals were acclimated to handling and having temperature measurements taken with a wireless reader (DAS-8007C, Bio Medic Data Systems). The animals remained group housed. An empty tea ball was placed in the cages 3 days before the experimental day to eliminate effects of a novel object in the cage. On the day of experimentation, food was removed 2 h before the dark cycle. Baseline temperature measurements were taken every 20 min starting at the beginning of the dark cycle. Three readings for each mouse were averaged for the baseline value. A tea ball containing three pellets of HFD_lard_ was then placed into the cage 1 h into dark cycle and temperature readings were taken 20 min later. All readings were recorded using DASHost 8000 software (Bio Medic Data Systems).

#### Longitudinal measurements of iBAT temperature

The 6–9-week-old mice were acclimatized to handling and thermal imaging procedure for approximately 2–3 weeks before experiments. Mice were carefully imaged using a thermal camera (FLIR E6, Teledyne FLIR LLC) by placing the camera at approximately 10 cm from the interscapular region. Temperature readings were taken weekly with an initial baseline measurement (pre-HFD; 9–12 weeks old), followed 1 week later by a diet change to HFD_lard_ (1 h measurement) and 4-week follow-up measurements. Thermal images were analysed manually using thermal imaging software (FLIR Thermal Studio v.1.9.23.0).

### Neonatal non-invasive optogenetic stimulation

OMP-Cre or M71-IRES-Cre were crossed to R26-LSL-ReaChR-mCitrine to allow for the expression of the optogenetic channelrhodopsin in all OSNs or only in OSNs expressing M71, respectively. The breeding strategy was similar to the one described above except that all dams were fed NCD. To optogenetically stimulate developing OSNs, a fibre optic cable (200 µm diameter, 0.48 NA, Doric Lenses) was held directly above but not in contact with the snout of the pup to deliver light at 625 nm (LEDFLS_625_625LED Fibre Light source, Doric Lenses). The stimulation paradigm was rectangular pulses of 100 ms ON/100 ms OFF for 3 s, 12 s OFF, repeated 12 times at 250 mA. This protocol has been previously demonstrated to replicate activity-dependent wiring of olfactory circuits and the glomerular map^52^. OMP^ReaChR^ mice and their Cre-negative control littermates were stimulated once at P3 for gene expression analysis. M71^ReaChR^ and their Cre-negative control littermates were stimulated daily from P1 to P7. To minimize the stress induced by the manipulation, the experimenter’s gloves were rubbed with the bedding of the home cage to carry home cage and maternal odorants, and neonatal optogenetic stimulation was performed on a warm heating pad.

### Neonatal non-invasive optogenetic stimulation coupled with calorie ingestion

The same paradigm as described above for neonatal non-invasive optogenetic stimulation was followed, with the modification that the pups were fed an Ensure liquid diet (Abbott, 640587) during stimulation. The Ensure diet was freshly prepared each day and warmed to 37 °C before being offered to the pups. 100 μl of Ensure was placed on a heating pad and pups were gently placed and kept close to it during light stimulation. All pups consumed Ensure during the experiments.

### Neonatal optogenetic activation induced pS6 activation

Mice were optogenetically stimulated following the same paradigm described above. Mice were stimulated at P5 and then returned to the cage with the dam. At 1 h later, P5 pups were killed by decapitation. Heads, were quickly rinsed with 0.1 M PBS, followed by fixation in 4% PFA for 24 h. Then, they were transferred into 20% sucrose in PBS for 48 h, followed by being embedded in tissue freezing medium (14020108926, Leica Biosystems). After being frozen they were cut at 30 μm on a cryostat (Leica). For the immunostaining, slides were blocked with 5% donkey serum (diluted in 0.3% Triton and 1× PBS) for 1 h at room temperature, and then incubated with the primary antibody anti-GFP (1:500 dilution, ab13970, Abcam) and anti-pS6 (Ser244, Ser247) (1:1,000 dilution, 44-923G, Thermo Fisher Scientific), followed by incubation in the secondary antibody anti-rabbit IgG (1:500 dilution, A11012, Thermo Fisher Scientific). Tissue was coverslipped with Vectashield mounting solution with DAPI (Biozol VEC-H-1200, Vector Laboratories). Images were acquired using a confocal microscope Leica STELLARIS (Leica Microsystems) with a ×40 objective.

### Behavioural tests

#### Diet preference tests

##### Adult C57BL/6NCrl cohorts

The 7-week-old C57BL/6NCrl mice were single housed for 1 week and acclimated to two food hoppers (TSE Systems) for 4 days. Following the acclimation period, baseline food intake was measured for 3 days. The baseline food intake depicted in the figure represents the average daily food intake during these 3 days. The following day, mice were switched on HFD_lard_ versus BFD or NCD versus BFD shortly before the onset of the dark cycle. Food intake was monitored for 5 days. For representation, baseline NCD intake is plotted as the average of the 3 days of NCD measurements.

##### NCD_dev_ and BFD_dev_ cohorts

At 8 weeks old, mice were single housed for 1 week and acclimated to two food hoppers allowing manual weighing of food intake. Following the acclimation period, on day 1, the diets in the food hoppers were changed to one food hopper containing HFD_lard_ and the other containing CD, novel for both groups. For three consecutive days, food intake was recorded once per day after the onset of the light cycle and converted to calories of diet consumed. Data were calculated as percentage of calories consumed from HFD_lard_ over the control diet.

##### Longitudinal food intake measurements

At 7 weeks old, mice were single housed for 1 week to acclimate to the food hopper and water bottle of the PhenoMaster System (TSE Systems). Mice had ad libitum access to food and water at all times. At 8 weeks old, mice were switched to HFD_lard_ and food intake was measured until 20 weeks of age. Food intake was measured daily for the first 2 weeks on HFD and biweekly from week 2–10 on HFD.

##### Latency to eat

At 6 weeks old, the latency to eat was measured in overnight-fasted mice to determine relative attraction or aversion to AFD. Approximately 3 h into the light cycle, mice were placed individually into a clean cage and allowed to acclimate for 2 min. A single pellet of either NCD or AFD was then placed into the cage and the time it took for the mouse to approach and take the first bite of the pellet was measured. Mice were exposed to NCD or AFD in two consecutive weeks. The latency to eat AFD was normalized to the latency to eat NCD.

##### Odour investigation test

Approximately 3 h into the light cycle, ad libitum-fed mice were placed into a clean cage with a closed lid and allowed to acclimate for 2 min. Cotton swabs were dipped in solutions containing either vehicle (10% dimethylsulfoxide (DMSO) in water) or progressively increasing concentrations of acetophenone. The cotton swab was inserted through the hole for the water bottle spout to not open the cage between trials. The time spent sniffing each concentration, defined as head tilted up towards the cotton swab performing active sniffing motions, was measured over 2 min. The relative ratio of time spent sniffing each concentration of acetophenone normalized to time spent sniffing the vehicle was quantified for each group.

##### Habituation-dishabituation test

Approximately 3 h into the light cycle, ad libitum-fed adult female mice were moved into the experimental room and individually placed into a clean cage with a closed lid and allowed to acclimate for approximately 15 min. Mice were exposed to a sequential presentation of different odours presented in a perforated metal tea ball: empty tea ball (control), NCD, 1% AFD, 0.25% AFD and HFD_lard_. Each odour is presented in three consecutive trials for a period of 2 min, with a 15–20-s intertrial time. The time spent sniffing each odour was defined as the head pointed up and active nose/whisker movement. Quantification was based on video analysis taken from the side view.

### Stereotaxic surgery

#### Dopamine and calcium fibre photometry

All surgeries were performed in 8 weeks old mice. Mice were anaesthetized using 2% isoflurane and placed in a stereotaxic apparatus (Kopf Instruments). Before exposing the skull, the skin was sterilized with Octenisept (Schülke) and Anesderm (Pierre Fabre) was applied to the incision site. A small hole was drilled above target sites for viral delivery and fibre implantation. A 0.5-µl Neuros Hamilton Syringe (Hamilton 65450-03) was used to inject the virus at a rate of 100 nl min^−1^ and left in place for 5 min before being slowly withdrawn.

For photometry recordings, AAV9.Syn.Flex.GCaMP6s.WPRE.SV40 (400 nl, a gift from D. Kim & GENIE Project, Addgene viral prep #100845-AAV9) or AAV5-CAG-dLight1.1 (400 nl, a gift from L. Tian, Addgene viral prep #111067-AAV5) viruses were injected in the ARH and LAcbSh, respectively, using the following coordinates relative to bregma (in mm): ARH: −1.45 AP, 0.25 ML, −5.75 and −5.85 DV; LAcbSh: 1.0 AP, 1.75 ML, −4.6 and −4.7 DV. After virus delivery, an optical fibre (400 µm diameter, 0.48 NA, Doric Lenses) was implanted directly above the site of injection and secured using dental acrylic (Super-Bond C&B, Sun Medical). For postoperative care, mice were administered buprenorphine (0.1 mg kg^−1^, i.p.) and meloxicam (5 mg kg^−1^, subcutaneously) and received tramadol in the drinking water (1 mg ml^−1^) for 2 days before and 3 days after surgery.

#### M71^ReaChR^_adult_ optogenetic stimulation

The 12-week-old M71-IRES-Cre:R26-LSL-ReaChR-mCitrine mice were anaesthetized, placed in the stereotaxic apparatus and subsequently implanted with an optical fibre (200 µm diameter, 0.48 NA, Doric Lenses) targeting the right M71 glomeruli in the olfactory bulb, using the following coordinates relative to bregma (in mm): 4.1 AP, 0.25 ML and 1.0 DV.

### Dual-colour fibre photometry

#### Data collection

Data were acquired using a RZ5P lock-digital processor controlled by Synapse software (Tucker-Davis Technologies) as described previously^84^.

#### Recording: dopamine sensor

Fibre photometry recording started 5 weeks after surgery to allow for mice recovery and optimal viral expression. Here, 2 weeks after surgery, mice were acclimated to the patch cord in the relevant behavioural setup for about 15 min each day. Mice were fasted overnight once during the fourth week post-surgery to reduce the future effects of first-time fasting. During the fifth week post-surgery, mice were fasted overnight and placed into a small experimental box 2–4 h into the light cycle. The experimental box (interior dimensions, 11.5 × 14 ×12 cm) is made in transparent plexiglass (wall thickness: 0.9 cm) with a circular cutout in the top corner (2 cm diameter) and a sliding lid containing a small hole to allow for the fibre optic cable to pass through. The experimental box was placed in a much larger arena with opaque black walls to block any view of the experimenter outside. A tube ran from outside the larger arena and through the circular cutout of the smaller box to allow for pellets to be delivered without interference from the experimenter. Food pellets were approximately ~20 mg each. After 10 min of acclimation, small pellets of BFD were provided to the mice at random intervals between 1 and 3 min to prevent anticipatory responses. An additional pellet was not given if the mouse had not eaten an already present pellet or if the mouse sat just below the delivery tube. In total, five pellets were delivered, as further pellets showed diminished responses during testing. Mice with no dopaminergic responses to refeeding on BFD were excluded from future experiments and analysis. This paradigm was repeated with 1 week in between for NCD and HFD_lard_. Mice were provided with a small pellet of HFD_lard_ a few days before the trial to eliminate artifacts related to the novelty-induced neophobia.

#### Recording: calcium recording of AgRP neurons

Fibre photometry recording started 4 weeks after surgery to allow for mouse recovery and optimal viral expression. Mice were kept on their respective diet (pre-HFD_lard_) until 15 weeks of age and then both groups were switched to HFD_lard_ (post-HFD_lard_). Starting 2 weeks after surgery, mice were acclimated to the patch cord in the relevant behavioural setup for about 20 min each day. At 3–4 weeks post-surgery, mice were placed into a clean cage without bedding and allowed to acclimate for 10 min. Mice were then injected i.p. with ghrelin (50 μg; Tocris 1465) diluted in 0.9% saline and the signal was recorded for 5 min. Mice with no changes in 465 nm fluorescence signal in response to ghrelin were excluded from future studies.

#### AgRP neuronal response to diets

At 5 weeks post-surgery, mice were then fasted overnight and placed in the photometry recording setup at 2–4 h into the light cycle. Following a 10 min baseline recording, a pellet of either NCD or HFD_lard_ was placed into the cage and signal was recorded for 5 min. At 7 weeks post-surgery (at 15 weeks old), mice were switched to HFD_lard_ in their home cage (post-HFD_lard_). At 3 weeks post-HFD_lard_, mice were fasted and recordings were repeated with NCD exposure. 1 week later, overnight fasting was repeated and recording was performed during HFD_lard_ exposure.

#### AgRP neuronal response to hormones

AgRP neuronal fibre photometry recordings started 4 weeks post-surgery (after 1 week of acclimatation to the cable and behavioural setup). For all recording of AgRP activity dynamics in response to hormones mice were tested every week following the same experimental design: mice were placed in the behavioural setup and allowed to acclimate for 10 min before i.p. injection of a hormone and the signal was recorded for 20 min. At 12 weeks (4 weeks post-surgery), mice were injected i.p. with ghrelin (2 mg kg^−1^ BW; Tocris 1465). At 13 weeks, mice were fasted overnight, placed in the recording setup and injected i.p. with PYY (0.1 mg kg^−1^ BW; R&D Systems). After the recording session, animals were returned to their home cages and given ad libitum access to food. At 14 and 15 weeks, mice were fasted overnight and tested as described above for serotonin hydrochloride (2 mg kg^−1^ BW; Sigma-Aldrich) and glucagon (2 mg kg^−1^ BW; Bachem) respectively. All hormones were diluted in 0.9% saline and injected with a volume of 10 µl g^−1^ BW.

#### Viral expression and fibre placements

Virus expression and fibre placement were verified as described previously^85^.

### Fibre photometry data analysis

All fibre photometry data analyses were performed using a custom MATLAB script. In the event of technical issues encountered on a recording day, such as malfunctions with the photometry rig during the recording session, the animal was excluded from this experimental time point.

#### dLight analysis

The initial 10 s of recording (laser power-up) was discarded and the data were downsampled at 50 Hz. To correct for artifactual signal fluctuations, the 405 nm Ca^2+^-independent isosbestic reference was aligned to the 465 nm signal using least-squares linear fit and then used as a baseline to compute the ΔF/F = (465 nm – scaled 405 nm)/(scaled 405 nm). The peri-event trace was extracted using a window spanning −30 s to +60 s around the moment of approach to the pellet manually identified from video recordings. Each trial was then *z*-scored using the −30 s to −20 s window as baseline to calculate the mean and s.d. All trials of a single animal and single diet were averaged, and the mean (*z*-scored) trace between 0 s to +5 s and +5 s to +10 s were taken to compare groups using unpaired *t*-test.

### AgRP photometry analysis

The initial 10 s of recording was discarded and the data were smoothed using a 1-s moving-average window before being downsampled at 50 Hz. Peri-event traces were extracted from a window spanning −60 s to +180 s around the food pellet introduction or −120 s to +180 s around ghrelin injection. To avoid spurious influences of the stimulus administration, the baseline was defined as the window from −60 s to −20 s for food pellets and from −120 s to −60 s for CCK injection. For analysis of AgRP neuronal responses to ghrelin, PYY, 5-HT and glucagon, a similar approach was used with a smoothed using a 3-s moving-average window and downsampled at 50 Hz. Data were extracted from a window of −300 s to +1,200 s around the moment of injection. Baseline was defined from the window of −300 s to −60 s. The 465 nm signal was then *z*-scored, using this baseline to calculate the mean and s.d. Each trial was then *z*-scored using this baseline to calculate the mean and s.d. The mean (*z*-scored) trace between +15 s and +180 s was computed for each animal and then used to compare groups via unpaired *t*-tests.

### M71 photostimulation-generated odour preference

The experiment followed the protocol for M72 photostimulation-generated odour preference described by Vetere et al.^86^, with minor modifications.

#### Odorant preparation

An M71-activating odorant (acetophenone; A10701, Sigma-Aldrich) or a non-M71-activating odorant (isoamyl acetate; 101231, Merck) were diluted in mineral oil (330779, Sigma-Aldrich) achieving a 40% concentration. The mixtures were stored in light-protected vials. To use the odorants, 50 μl of an odorant was pipetted onto filter paper on an inverted Petri dish (60 × 15 mm) and covered with cage bedding.

#### M71-glomerulus photostimulation protocol

The delivery of light pulses (625 nm, 85 mA, 4 Hz, 100 ms ON, 150 ms OFF) was designed to approximately resemble mice’s average natural duration of a sniff (100 ms) and breathing frequency (3–5 Hz)^87–92^.

#### Behavioural paradigm

All mice were naive to HFD_lard_, sucrose, acetophenone and isoamyl acetate before the experiment. The behavioural paradigm consisted of three phases: pre-exposure (day 1), optogenetic conditioning (day 2) and odour preference test (day 3). The experiment took place in a custom-designed preference test chamber made of white Plexiglas (15 × 40 × 25 cm) divided into two identical compartments by removable walls. On the first day, mice were plugged to the patch cord and underwent a 25-min pre-exposure to the test chamber, with each chamber compartment containing a non-scented Petri dish filled with bedding material. Mice did not receive any photostimulation during this first day. Then, mice were fasted overnight (16 h). On the second day, mice were exposed to a 25-min conditioning period. After the removable walls of the Plexiglas chamber were taken out, fasted mice were plugged to the patch cord and exposed to a non-scented Petri dish located in the centre of the chamber. The bedding in this Petri dish contained small pieces of HFD_lard_ coated with 40% sucrose, which had been prepared the previous day. All mice engaged with the food pellets and ingested them. Simultaneously, mice received M71 photostimulation constantly during the 25 min of the conditioning, as described above. On the third day, the removable walls were re-inserted, and a Petri dish scented with either acetophenone or isoamyl acetate was placed into one of the chamber compartments, the location of which was randomly assigned. Mice were allowed to freely explore both compartments for 10 min without receiving any photostimulation. Mouse behaviour was continuously monitored with an overhead camera. These results reflect the whole 10-min observation period. Odour preference during the test day was calculated using the following formula: percentage of time spent in the acetophenone compartment – percentage of time spent in the isoamyl acetate compartment. After the experiments, mice were deeply anaesthetized with ketamine/xylazine and perfused transcardially with 0.1 M PBS followed by 4% PFA (pH 7.4) for future processing to verify fibre placements.

### Histology

#### Tissue processing

For fibre photometry experiments, mice were deeply anaesthetized with ketamine/xylazine and transcardially perfused with 4% PFA in 0.1 M PBS, pH 7.4. Tissues were post-fixed overnight in the same PFA solution. Brain tissues from photometry experiments were cryoprotected in 20% sucrose in PBS and cut at 30 μm on a cryostat (Leica). Tissue was coverslipped with Vectashield mounting solution with DAPI (Biozol VEC-H-1200). Sections were imaged using only the endogenous fluorescence of GCaMP6s or dLight1.1. White adipose and liver tissues were post-fixed for 24 h, dehydrated in 30% sucrose and embedded in paraffin before cutting at 5 μm on a vibratome and directly mounted. Tissue was stained with hematoxylin (GHS132, Sigma-Aldrich) and eosin (HT110232, Sigma-Aldrich) after deparaffinization.

#### Microscopy

All tissue was imaged on a Zeiss Imager M2 microscope and AxioVision v.4.2 software (Carl Zeiss) at ×20 magnification.

#### Quantification

Adipocyte size was quantified using ImageJ software for a minimum of 500 adipocytes per mouse from five randomly selected areas.

### Ribosome immunoprecipitations (ps6-ribotrap)

#### Tissue preparation and ribosome immunoprecipitation

Phosphorylated ribosome pulldown for the identification of olfactory receptor activation was adapted from previous protocols^31^. Experiments were performed on males C57Bl6/NCrl from 8–12 weeks old of age. Following 1 h of odour exposure, the olfactory epithelium was dissected on ice in buffer containing 1×HBSS (Gibco, with Ca^2+^ and Mg^2+^), 2.5 mM HEPES (pH 7.4), 35 mM glucose, 100 μg ml^−1^ cycloheximide, 5 mM sodium fluoride, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate and 1 mM β-glycerophosphate. Four epithelia were pooled and processed as described previously^85^.

#### RNA sequencing

Due to the low amount of input material, RNA-seq libraries were prepared using the Ovation RNASeq System V2 and Illumina Nextera XT protocol, as previously described^93^, and sequenced on an Illumina HiSeq 4000 (2 × 75 bp). We applied the community-curated nfcore rnaseq analysis pipeline v.1.446. The gene-level quantification was carried out using Salmon v.0.14.147 using the reference genome GRCm38. 

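Without odour, the 908 olfactory receptors tested had a median log2 pulldown-to-input ratio of -0.19, and 203 of them differed between pulldown and input (adjusted p-value under 0.001, edgeR's quasi-likelihood test). Leaving out each of the 5 pools without odour in turn moved this median between -0.22 and -0.14.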

To normalize the immuno-pulldown for each sample to its background, we divided the Salmon gene count per sample using the formula countpulldowncountinput. The differential gene expression analysis based on the normalized counts was carried out using the DESeq2 v.1.26. R package^94^. Gene Ontology term analysis was carried out using the clusterProfiler v.3.14.3 R package^95^. Olfactory receptors with a *P*_adj_ < 0.001 compared with no odour samples were defined as significantly activated, as defined by Jiang et al.^31^.

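The number of receptors depends on this threshold. With an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 93 receptors were higher under NCD odour, 119 under BFD odour and 95 under HFD_lard_ odour. At 0.001, adjusted over the list alone (the 908 receptors), the numbers were 23, 34 and 12. In simulated counts with 200 of 21168 genes changed, the same test at 0.001 recovered 59 of 100 genes changed by 2-fold and 81 of 100 changed by 4-fold, with 0 wrong calls. Where 200 of the 908 receptors were raised by 2-fold instead, it recovered 19 of them.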

### Two-phase metabolite extraction of polar and lipophilic metabolites (dams milk, blood and food pellets)

For the extraction of total lipids, 50 µl milk/plasma were collected in 2-ml round bottom Eppendorf tubes. For the extraction of the snap frozen material, the milk/plasma samples were allowed to thaw on ice. Lipids were then extracted by adding 1 ml pre-cooled (−20 °C) extraction buffer containing internal standard as described previously^96^.

#### LC–HRMS-based analysis of dams milk and blood lipids

The dried lipid extracts were resuspended in 200 µl UPLC-grade acetonitrile:isopropanol (70:30 (v:v)) before analysing them on a UPLC connected to a Tribrid Orbitrap HRMS as described previously^96^.

The obtained Thermo .raw files were converted to .mzXML files using MSConvert from ProteoWizard software package (http://proteowizard.sourceforge.net)^97^.

#### Data pre-processing for untargeted lipidomics analysis

Data pre-processing was performed with MZmine v.2.340 (http://mzmine.github.io/)^98^. Converted mzXML files were imported and extracted ione chromatograms were generated using the ADAP algorithm and peak picking was performed using the local minimum search algorithm. Isotopes were grouped and only peaks with at least one isotope were kept for further processing. Detailed parameters can be found in Supplementary Table 5. Finally, aligned peak lists were exported to CSV files for statistical analysis. Tables were corrected for solvent peaks by a blank subtraction. Features were removed when average peak area of samples was less than 2× average peak area of blanks.

#### Data evaluation

For data evaluation, CSV files were imported in Perseus (http://www.biochem.mpg.de/5111810/perseus)^99^. Data were further filtered for features that had a coverage of at least 70% valid data in at least one group. Filtered data were log_2_ transformed and missing values were imputed from normal distribution using the default settings.

### LC–MS analysis of lipid extracts from food pellets

Lipidomics of food pellets was performed using a Thermo Vanquish Flex with a quaternary pump (Thermo Fisher Scientific) coupled to a TimTOF Pro2 mass spectrometer equipped with a heated ESI source (VIP-HESI) (Bruker Daltonics). Dried lipid samples were resuspended in 500 μl of acetronitril:isopropanol (70:30 (v:v)). The resuspended samples were cleared by a 5 min centrifugation at 16,000*g* and the 200 µl of the supernatants were transferred to 2-ml glass vials with 300 µl glass inserts (Chromatography Zubehör Trott). Then, 1 µl was injected in the UHPLC system and separated as described above. Compounds were detected in the mass spectrometer using data-dependent parallel accumulation serial fragmentation (DDA-PASEF) acquisition mode. All analysis were run in positive ionization mode using SA capillary voltage set to 4,500 V with an end plate off set of 500 V. Nebulizer pressure was set to 2 bar, dry gas was running with 8 l min^−1^ and a temperature of 230 °C. Sheet gas was running with 4 l min^−1^ and a temperature of 400 °C. For MS2 experiments masses were isolated with a width of 2 mD and fragmentation was induced with a collision energy of 30 eV.

### LC–HRMS-based analysis of polar and semi-polar compounds

The stored (−80 °C) polar and semi-polar extracts were resuspended in 100 µl of a UPLC-grade water: methanol (50:50 (v:v)). From each analytical sample a volume of 20 µl was taken and pooled together. These pools were used as instrumental and sample stability quality controls (QCs), which are run after every tenth analytical sample in the sample sequence or after each replicate group. All samples and pools were placed in an Vanquish flex UHPLC (Thermo Fisher Scientific), which was connected to a TimsTOF Pro 2 HRMS, (Bruker Daltonics). Of each sample 1 µl was injected onto a 100 × 2.1 mm HSS T3 UPLC column, packed with 1.7-µm particles (Waters). The flow rate of the UHPLC was set to 500 μl min^−1^ and the buffer system consisted of buffer A (0.1% formic acid in UPLC-grade water) and buffer B (0.1% formic acid in UPLC-grade acetonitrile). The UHPLC gradient was as follows: 0–1 min 100% A (curve = 6), 1–11.5 min 100–0% A (curve = 7), 11.5–12 min 0% A, 12.0–12.1 min 0–100% A, 12.1–15 min 100% A. This leads to a total runtime of 15 min per sample. For better annotation some quality pool sample injections were run at the end of the sequence with a data-dependent parallel accumulation serial fragmentation (DDA-PASEF) acquisition mode with the same stepped mobility ramp to generate a MS2 spectra collection. Source parameters were as follows. Capillary voltage was set to 4,500 V with an end plate off set of 500 V. Nebulizer pressure was set to 2 bar, dry gas was running with 8 l min^−1^ and a temperature of 230 °C. Sheet gas was running with 4 l min^−1^ and a temperature of 400 °C. For MS2 experiments masses were isolated with a width of 2 mD and fragmentation was induced with a collision energy of 20 and 50 eV.

#### Feature extraction and data analysis

All samples were analysed in a randomized run-order after the column was conditioned with several blank and some QC sample injections. Before and after the set of samples pooled QC sample were injected. Lipidomics analysis and untargeted reversed phase analysis of food pellets were both performed with the following criteria: Raw data was further processed with MetaboScape (v.2024b) to generate an untargeted feature table. Detailed processing parameters can be found in Supplementary Table 3. Filtered feature table were normalized to the TIC median and further submitted to MetaboAnalyst (v.6.0). Missing values were replaced by LoDs (one-fifth of the minimum positive value of each variable). Remaining features (lipidomics 4084; untargeted RP 4020) were log-transformed and pareto scaled before further analysis.

### Semi-targeted liquid chromatography-high-resolution mass spectrometry-based analysis of amine-containing metabolites

The LC–HRMS analysis of amine-containing compounds was performed using a QE-Plus high-resolution mass spectrometer coupled to a Vanquish UHPLC chromatography system (Thermo Fisher Scientific). Dried sample extracts were resuspended in 150 µl LC–MS-grade water for 10 min at 4 °C in a shaker at 1,500 rpm. After centrifugation, 50 µl of the extracts were mixed with 25 µl 100 mM sodium carbonate (Sigma), followed by the addition of 25 µl 2% (v/v) benzoylchloride (Sigma) in acetonitrile (UPC/MS-grade, Biosove), as reported previously. The derivatized samples were thoroughly mixed and kept at a temperature of 20 °C until LC–MS analysis^96^.

The LC–MS data analysis was performed using the open-source software MZmine 2 using MSConvert (2) (v.3.0.22060, Proteowizard). Compounds were annotated with an in-house library with an *m*/*z* tolerance of <5 ppm.

### VOC analysis

Analysis was performed in the laboratories of GC–ToFMS Sensenet (Odournet).

### Sample preparation

#### Diets

Approximately 4 g of diet were introduced into an individual microchamber and heated to 30 °C. A thermodesorption tube (Tenax/Carbocarph) was inserted in the microchamber to collect a total volume of 1,000 ml of headspace.

#### Milk and amniotic fluid

A total of 1 μl of milk or amniotic fluid was directly spiked in a desorption tube (Tenax). The milk and amniotic fluid samples used for the analyses consisted of a pool of 4–5 dams.

#### Analytical methods

Combined thermal-desorption gas chromatography and time-of-flight mass spectrometry TD-GC–ToFMS system was used to generate a full quantitative scan of VOCs from the previously collected samples. Analyses were performed using a thermal desorption unit (Unity, Markes International), a gas chromatographer (7890, Agilent), a time-of-flight mass spectrometer (BenchTOF-dx model, Almsco) and a mid-polar DB-624 column was used for chromatographic separation (60 m, 250 μm, 1.4 μm; Agilent). Desorption tubes were heated to 300 °C with a helium flow rate of 50 ml min l^−1^ for 10 min (first desorption stage). Desorbed analytes were directed to a hydrophobic general purpose cold trap (10 °C, thermoelectric cooling), filled with Tenax TA and graphitized carbon. After flash-heating of the cold trap to 320 °C during 5 min (second desorption stage), analytes were injected into the chromatographic column for further separation, which took about 53 min. Molecules reaching the ToFMS detector were fragmented by electron impact ionization at 70 eV at a mass range of 28–330 amu. Deuterated toluene-d8 (Sigma-Aldrich) was used as an external standard for quantification. This compound was injected (10 ng) into an independent thermodesorption tube and was analysed by following strictly the same methodology as with the samples. Given the sensitivity of the method, two unused thermodesorption tubes were analysed as blanks, to exclude any potential contamination arising from these materials during the analysis. The deconvolution process for the chemical identification of the VOCs that were present in each analysed sample was carried out with the software TargetView v.3 (ALMSCO International). This algorithm identified the compounds of the chromatogram automatically based on an updated version of the NIST20 library. Chemical identifications were confirmed with at least 80% certainty. Results of each diet/sample were normalized as per cent for representation.

### PET imaging

PET imaging was performed using an Inveon preclinical PET/CT system (Siemens) as previously described^100^.

#### Olfactory exposure during PET imaging

Olfactory exposure was performed as described^85^.

#### PET analysis

The kinetic model and statistical analysis was performed as previously described^85,100^.

### Statistical analysis

Statistical analysis was performed with GraphPad Prism 8 unless otherwise stated. Student’s *t*-test, Wilcoxon test, multiple *t*-test, one-way analysis of variance (ANOVA), two-way ANOVA and three-way ANOVA were used when applicable. Data not representing a Gaussian distribution were analysed by nonparametric tests. Statistical data are represented in the figure legends. In brief, datasets comparing experiments in the same animal subjected to two different treatments were analysed for statistical significance using paired two-tailed Student’s *t*-test. Datasets with only two independent groups were analysed for statistical significance using unpaired two-tailed Student’s *t*-test. Datasets with more than two groups were analysed using a one-way ANOVA followed by a multiple-comparisons test. Datasets influenced by two independent factors were analysed using a two-way repeated-measures ANOVA, followed by Sidak’s or Tukey’s multiple-comparisons test or a mixed-effects model followed by a Tukey’s multiple-comparisons test in cases where data were missing at certain time points. Datasets subjected to two independent factors were analysed using two-way repeated-measures ANOVA followed by a Sidak’s multiple-comparisons test in case of missing values at some time points. Three-way (type III) ANOVAs were performed in R v.4.3.0. For between-subject designs, we used linear models fitted with the stats package and analysed with the car package; for repeated measures, we implemented linear mixed-effect models using the lmerTest package and its built-in ANOVA function. No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications. Data distribution was assumed to be normal but this was not formally tested. Data collection and analysis were not performed blind to the conditions of the experiments. Alpha was defined as 0.05 and significance was depicted by *P < 0.05, **P < 0.01 and ***P < 0.001. Code used for the analyses is available upon request.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Table 1 Raw data from dams’ blood analysis.

Supplementary Table 2 Raw data from milk metabolomics (untargeted analysis).

Supplementary Table 3 Raw data from food metabolomics (lipidomics analysis)

Supplementary Table 4 Raw data from food metabolomics (untargeted analysis)

Supplementary Table 5 Detailed parameters used for milk and blood lipid fraction analysis (related to Supplementary Fig. 3)

## Source data

Source Data Fig. 1 Statistical source data and unprocessed western blots.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

The RNA-seq data conducted in this study have been deposited in Gene Expression Omnibus under accession code: GSE308362. Source data are provided with this paper.

# Supplementary material for: Fat sensory cues in early life program central response to food and obesity
**Source:** Nat Metab. 2025 Dec 1;7(12):2451–73. doi: 10.1038/s42255-025-01405-8
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div><ul style="list-style-type: none"><li>- Indirect calorimetry and food intake data acquisition were carried out using TSE Phenomaster versions 6.2.5 and above.</li><li>- Body composition was measured using an IVIS Spectrum CT scanner (Caliper LifeScience, USA) using the IVIS LivingImage Software V4.3.1.</li><li>- Imaging of western blots was performed with FusionCapt Advance software (Vilber).</li><li>- Quantitative PCR was performed on a QuantStudio 7 Flex Real-Time PCR System using the QuantStudio Real-Time PCR Software v1.3 (Life Technologies).</li><li>- For ELISA, the optical density was determined using a FilterMax F5 Multi-Mode microplate reader and SoftMax Pro 6.3 software (Molecular Devices).</li><li>- For measurement of interscapular temperature, temperature measurements were taken using a wireless reader (Biomedic data systems DAS-8007C) or thermal camera (FLIR E6, Teledyne FLIR LLC)</li><li>- Liquid Chromatography-High Resolution Mass Spectrometry-based (LC-HRMS) analysis of lipids was performed using Thermo Fisher Q-Exactive GC Orbitrap GC-MS/MS with EI or CI source.</li><li>- PET imaging was performed using an Inveon preclinical PET/CT system (Siemens).</li><li>- Photometry recordings were performed using a RZ5P lock-digital processor controlled by Synapse software (Tucker-Davis Technologies, TDT, USA).</li><li>- Tissue was imaged on a Zeiss Imager M2 microscope and AxioVision 4.2 software (Carl Zeiss) or a Leica STELLARIS (Leica Microsystems)</li><li>- RNA-sequencing has been performed using Applied Biosystems 7900HT Sequence Detection and sequenced on an Illumina HiSeq 4000 sequencing instrument.</li><li>- Volatiles analyses were performed on a time-of-flight mass spectrometer (BenchTOF-dx model, Almsco,</li></ul></div> |
| Data analysis   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Data analysis

- Data analysis was performed using Graphpad Prism (version 8.0; Graphpad Software Inc., La Jolla, CA, USA), unless otherwise stated below.
- All fiber photometry data analyses were performed using a custom Matlab script (version R2021a).
- Three-way (type III) ANOVAs were performed in R 4.3.0. For between-subjects designs, we used linear models fitted with the stats package and analyzed with the car package; for repeated measures, we implemented linear mixed effect models using the lmerTest package and its built-in anova function.
- Analysis of PET Imaging was performed using the Vinci software.
- RNA-sequencing analysis was performed using Salmon 0.14.147 using the reference genome GRCm38. Analysis were performed using the DESeq2 1.26. R and the 3.14.3 R packages.
- Results of quantitative PCR experiments were calculated using Microsoft Excel.
- Densitometric analysis of protein bands was performed by FIJI (NIH, version 2.0.0-rc-41/1.50d).
- Quantification of fat mass (IVIS Spectrum CT scanner) was determined with a modification of the Vinci software package 4.61.038.
- The deconvolution process for the chemical identification of the VOCs that were present in each analyzed sample was carried out with the software TargetView v3 (ALMSO International, Germany)
- Readings of interscapular temperature measurement were performed using DASHost 8000 software (Biomedic data systems).
- Analysis of LC-HRMS data was performed on Thermo RAW files were converted to mzXML files by MSConvert from Proteowizard 4.0. Further analysis were performed using MZmine 2.340 and Perseus.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw data has been made available

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

## Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

## Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

## Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

## Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes. Sample sizes in the study were chosen based on previous similar experiments performed in the laboratory or in the literature.                                                     |
| Data exclusions | For breeding paradigm, strict exclusion criteria were based on time to pregnancy and litter size (6-8 pups). For the photometry analyses, mice showing no viable fluorescent signals were excluded. All exclusion criterion were pre-established. |
| Replication     | Every mouse represents a replicate (n) and the number of replicates is mentioned for each experiment. Experiments were performed in cohorts generated in different time periods.                                                                  |
| Randomization   | Mice have been assigned randomly to each group and experiment.                                                                                                                                                                                    |
| Blinding        | Investigators were not blinded during group allocation or analysis due to the nature of the experiments and the presence of different diets in the cage.                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <ul style="list-style-type: none"> <li>- anti-GFP (1:500, ab13970, abcam)</li> <li>- anti-pS6 (Ser244, Ser247) (1:1000, # 44-923G, Thermo Fisher Scientific).</li> <li>- anti-mTOR (1:1000, 2972S, Cell Signaling)</li> <li>- HRP-conjugated anti-rabbit IgG (1:1000, 31466, Invitrogen)</li> <li>- anti-phospho mTOR (S2448) (1:1000, 2971S, Cell Signaling)</li> <li>- goat anti-rabbit IgG (1:500, A11012, Thermo Fisher)</li> </ul>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Validation      | <p>anti-GFP (1:500, ab13970, abcam): (3612 publications) <a href="https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab13970?srltid=AfmBOorEamv23bU538Piv3vJ6gZAKgcLJE6xvTpRw5_pE71yIQvnffpu">https://www.abcam.com/en-us/products/primary-antibodies/gfp-antibody-ab13970?srltid=AfmBOorEamv23bU538Piv3vJ6gZAKgcLJE6xvTpRw5_pE71yIQvnffpu</a></p> <p>anti-pS6 (Ser244, Ser247) (1:1000, # 44-923G, Thermo Fisher Scientific): (22 references) <a href="https://www.thermofisher.com/antibody/product/Phospho-S6-Ser244-Ser247-Antibody-Polyclonal/44-923G">https://www.thermofisher.com/antibody/product/Phospho-S6-Ser244-Ser247-Antibody-Polyclonal/44-923G</a></p> <p>anti-mTOR (Cell Signaling 2972S): (2033 citations) <a href="https://www.cellsignal.com/products/primary-antibodies/mtor-antibody/2972?srltid=AfmBOopsHWtMgccOe55zJ00E9w5IPAWvEV1yC56o6aQApD6pv_5fCorP">https://www.cellsignal.com/products/primary-antibodies/mtor-antibody/2972?srltid=AfmBOopsHWtMgccOe55zJ00E9w5IPAWvEV1yC56o6aQApD6pv_5fCorP</a></p> <p>HRP-conjugated anti-rabbit IgG (Invitrogen 31466): (171 references) <a href="https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Secondary-Antibody-Polyclonal/31466">https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Secondary-Antibody-Polyclonal/31466</a></p> <p>anti-phospho mTOR (S2448) (Cell Signaling 2971S): (2280 citations) <a href="https://www.cellsignal.com/products/primary-antibodies/phospho-mtor-ser2448-antibody/2971?srltid=AfmBOopPOUQY3ncFBofR4RTfAmMY86s6eqafqPuktHdHTziXkiYbV9P">https://www.cellsignal.com/products/primary-antibodies/phospho-mtor-ser2448-antibody/2971?srltid=AfmBOopPOUQY3ncFBofR4RTfAmMY86s6eqafqPuktHdHTziXkiYbV9P</a></p> <p>secondary HRP-conjugated anti-rabbit IgG (Thermo Fisher A11012): (3598 reference) <a href="https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11012">https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11012</a></p> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6N mice were purchased from Charles River (Germany). AgRP-IRES-Cre mice (JAX stock #012899), M71-IRES-Cre (JAX stock #006677), OMP-Cre (JAX stock #006668), and R26-LSL-ReaChR-mCitrine (JAX stock #026294) were originally obtained from The Jackson Laboratory. Cre lines were maintained heterozygous through breeding to wildtype C57BL/6N (Charles River, Germany), while R26-LSL-ReaChR-mCitrine mice were maintained as homozygous stock breeding at the Max Planck Institute for Metabolism Research, Cologne, Germany. All mice were housed in individually ventilated cages at 22-24°C at constant humidity (50-70%) with a 12/12-h light/dark cycle with ad libitum food and water unless otherwise stated for experimental conditions. |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Metabolic phenotyping data in offspring exposed to BFD, PBFD and acetophenone during development have been generated in both genders. Hormonal release upon refeeding, iBAT thermogenesis and habituation-dishabituation tests have been performed in females only. Other experiments reported in the manuscript have been performed in male mice.                                                                                                                                                                                                                                                                                                                                                                                                       |
| Field-collected samples | We did not use field-collected samples in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | Permission to maintain and breed mice was issued by the Department for Environment and Consumer Protection - Veterinary Section, Cologne, North Rhine-Westphalia, Germany.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

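The data are RNA-seq libraries from main olfactory epithelium of adult male C57BL/6NCrl mice exposed for 1 h to no odour or to the odour of NCD, BFD or HFD_lard_. Of the 21 pools of 4 epithelia, 5 had no odour, 6 had NCD odour, 5 had BFD odour and 5 had HFD_lard_ odour. Each pool has a pulldown library, made with an antibody against phosphorylated S6, and an input library. The conditions and replicate numbers were taken from the sample labels and the methods.

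The authors prepared the libraries with an amplification kit for small amounts of RNA, ran the nf-core rnaseq pipeline, quantified genes with Salmon on GRCm38, and deposited the estimated counts per gene, which are not normalized. These expected counts need not be whole, because reads that match several genes are shared between them by estimation, and 30.9% of the values were not. Olfactory receptors form a large family with similar copies, so this sharing affects some of them. The authors' division of pulldown by input and their DESeq2 test are not part of these values. The table holds 44674 genes, of which 44118 have a name in GENCODE release M21 and 556 have none and carry 0.525% of the counts. These 556 genes stayed in the tests under their identifiers. Of the genes the paper names in connection with olfactory sensory neurons, Olfr151 is not analysed here.

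The depth was even, with 25392812 to 36738330 counts in the pulldown libraries (median 30313284) and 24839555 to 36781553 in the input libraries (median 31457188). The receptors tested had a median of 32.5 counts in a pulldown library, and relative counting error is larger for those below it. No pair of libraries of one group differed by less than the sampling noise (smallest chi-square per degree of freedom 3.71 over 90 pairs), so each library was counted once.

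The counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (minimum count 10) over the 8 combinations of odour and library type, which left 21168 genes and 908 of the 1170 olfactory receptors. TMM normalization, a term for each pool and pulldown-by-odour terms entered edgeR's robust quasi-likelihood fit (edgeR 4.0.16, limma 3.58.1, R 4.3.3). The common biological coefficient of variation was 12.0%. All p-values of genes are two-sided and were adjusted over all genes tested with the Benjamini-Hochberg method, and an adjusted p-value under 0.001 was the threshold, as in the paper. The term for each pool rests on the methods, by which the pulldown and the input of a sample come from the same tissue. Checked on the counts, the deviations of a pulldown and its own input from their group means had a median correlation of 0.014 over 21 pools, against -0.004 for pulldowns and inputs of different pools of a group.

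The fit was tested on simulated data, counts drawn from the means and library sizes of the libraries with 200 genes changed by known amounts. It recovered 140 of them with 0 wrong calls among the other genes. In the same counts DESeq2 with the same design recovered 146 with 1 wrong call, and DESeq2 on pulldown divided by input 150 with 3. Fits without a term for the pool and with a term for the replicate number recovered 129 and 136, with 0 wrong calls. A second simulation raised 200 receptors by 2-fold, at the depth of the libraries and at 4 times that depth. In the first simulation the alternative fit on pulldown libraries only made 1870 wrong calls over all 21168 genes, because it takes changes of the input for changes of the pulldown. The simulated pulldowns kept the differences between the real inputs, and only a change of the pulldown-to-input ratio was counted as right. Such calls were therefore built into the simulation, and they do not measure the receptor calls of this fit.

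Choices made before the data were examined were the model, the threshold, the gene lists and the genes to be named. Genes were named where the paper names them, where they had 1 of the 3 smallest p-values among the receptors activated by an odour or among the other genes changed by it, and where they were among up to 5 receptors with the smallest p-values in an overlap of odours. Others named were chosen after their values were seen. The alternatives were DESeq2's size factors, DESeq2 1.42.0 with the same design or on pulldown divided by input, pulldown libraries only, fits without a term for the pool or with a term for the replicate number, fits on the compared groups only, other filters, adjustment over the list alone, an adjusted p-value of 0.05, pseudogenes left out, other prior counts for the log2 values (2 in the distances reported first), and leaving out each pool in turn. Normalization on the receptors alone and the ribosomal RNA or mitochondrial share as a covariate were added after the data were seen. In fits of the pulldown-to-input ratio, the ribosomal RNA covariate is the log2 share of the pulldown alone. The mitochondrial covariate is the log2 ratio of the pulldown's mitochondrial share to that of its input.

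Similarity between odours was described by Spearman's correlation across receptors, with 20 simulations of unchanged odour groups against the same pools without odour, and by the distance between mean log2 ratios with an exact permutation test. Gene lists (14 activity-dependent genes and markers of 8 cell types) were tested with camera and fry or described by their medians. Results across many genes were compared with 100 random regroupings of the pools. Words of 31 bases shared with the transcripts of other genes gave a measure of reads that could not be assigned to 1 gene. Coordinates are those of GRCm38 in GENCODE release M21.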

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

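The tests of chance in the regrouping of pools, of gland tissue, of handling, of reads shared among the receptors on chromosome 16, of the number of receptors without BFD replicate 1 and of carry-over behind the values far from the others were chosen after the results were seen.

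Several genes differed directly between odours. Between HFD_lard_ and BFD odours, the log2 differences were -1.71 for Olfr1324, -0.91 for Olfr168, -2.21 for Olfr170, -0.94 for Olfr169 and -1.47 for Olfr1354, and, among genes other than receptors, -1.13 for Lcn4, -1.58 for ENSMUSG00000061305 and -1.35 for ENSMUSG00000095373 (the last 2 have no name in the annotation used). Between HFD_lard_ and NCD odours they were -1.67 for Olfr1324, -1.45 for Olfr1354, 1.31 for Olfr1297, -1.30 for Lcn4 and -1.56 for ENSMUSG00000061305. Between BFD and NCD odours they were 2.37 for Olfr170 and 1.14 for Olfr169. The largest edgeR adjusted p among these was 0.000796. For each of the 3 comparisons, 1 of 100 splits of the pools, the real one, gave as many receptors, which argues against chance as the source. Olfr1354 shares 39.98% of its 31-base words with other genes, so its separate value is uncertain, while Olfr1324 shares 0.762% and Olfr1297 shares 3.34%. A response to the odours themselves stays open and was not tested apart from these contrasts.

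Olfr168, Olfr169, Olfr170 and Olfr171, which neighbour each other on chromosome 16, rose under BFD odour by 0.89, 1.63, 2.41 and 1.31 (log2). More of these receptors in the tissue would raise the inputs too, and their highest log2 fold change in the inputs was 0.31. Reads shared between similar copies may link the 4 values, since the receptor with the lowest share has 23.6% of its 31-base words in other genes. Whether 1 of the receptors or several rose cannot be told apart, because the estimated counts already contain this sharing.

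In 17 of 160 groups of pools tested, 1 pool lay far from the others, where 8 would be found by chance. Pcdh10 had a log2 ratio of 2.36 in no-odour replicate 4 and 0.83 in BFD replicate 1, and Adcy3 had 0.45 in NCD replicate 2 and 0.37 in BFD replicate 1. Bpifb5 had -0.59 and Olfr1384 had -0.58 in no-odour replicate 6. Bpifb9b had 0.39 in NCD replicate 2 and 0.75 in HFD_lard_ replicate 1, and Fos had 0.76 in NCD replicate 2. Olfr169 had 0.070 in no-odour replicate 4 and 0.57 in NCD replicate 2. Olfr1254 had 2.23 in NCD replicate 5, Olfr1354 had -1.50 in HFD_lard_ replicate 5, Olfr598 had 0.79 in NCD replicate 4 and Olfr820 had 0.22 in BFD replicate 5. The mitochondrial share was 0.236% in the pulldown of no-odour replicate 6 and 1.30% in the input of BFD replicate 3. Input RNA carried over into a pulldown would draw its ratios towards 0. Of the 15 log2 ratios, 5 lie farther from 0 than the median of the other pools, which carry-over in that pool cannot give. They are Pcdh10 in no-odour replicate 4, Olfr1384 in no-odour replicate 6, Bpifb9b in HFD_lard_ replicate 1, Olfr1254 in NCD replicate 5 and Olfr1354 in HFD_lard_ replicate 5. The other 10 lie nearer 0, and carry-over is a candidate explanation for them as a set. It changes the pulldown, but some of them stood apart in the input. Olfr169 in no-odour replicate 4 had 14.3 CPM in the input (others 10.2 to 11.4) and 15.0 in the pulldown (others 15.3 to 15.8). Olfr598 in NCD replicate 4 had 2.79 CPM in the input (others 1.79 to 2.19) and 4.88 in the pulldown (others 4.34 to 6.10). Over the 21 pools, the number of the 10 values in a pool fell with the slope of its ratios on those of the other pools of its group (Spearman's rho -0.52, permutation p = 0.0165, Pearson's r -0.60, permutation p = 0.00814). Without the 2 pools farthest from the median slope, r was -0.52 (permutation p = 0.0245) but rho was -0.33 (permutation p = 0.167). The rank relation rests on those pools, and carry-over and chance cannot be told apart for the 10 values as a set. No biological explanation was tested.

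BFD replicate 1 had the highest mitochondrial share of any pulldown, 0.456%. Its log2 ratios were compressed, with a slope of 0.409 on the mean of the other BFD pools, as carry-over of input RNA may give. Over the 21 pools this slope fell as the log2 ratio of the pulldown's mitochondrial share to that of its input rose (Pearson's r -0.88, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman's rho -0.80, permutation p = 5e-05). Without the 2 farthest pools r was -0.85, and within the 6 NCD pools it was -0.97. With this log2 ratio of mitochondrial shares as a covariate, 46 receptors were activated by BFD odour in place of 34, and without BFD replicate 1 46 were as well. Mitochondrial RNA brought in by another route, such as a difference in lysis, was not tested.

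Outside the receptors, which are the genes the paper reports on, 94 genes changed under NCD odour (59 higher and 35 lower), 767 under BFD odour (488 and 279) and 246 under HFD_lard_ odour (136 and 110). In each case 1 of 100 splits of the pools, the real one, gave as many genes. Leaving out 1 pool moved these counts between 46 and 311, 213 and 1520, and 88 and 502, with the highest count of each without BFD replicate 1.

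The 3 neighbouring genes Bpifb5, Bpifb9a and Bpifb9b, which belong to a family of secreted proteins, rose in the pulldown relative to input under each odour. The log2 fold changes were 1.91 (NCD), 1.97 (BFD) and 1.96 (HFD_lard_) for Bpifb5, 2.10, 2.15 and 2.07 for Bpifb9a, and 1.87, 1.85 and 1.93 for Bpifb9b, with every pool with odour above every pool without. More gland tissue in the dissected epithelia would raise the inputs, and the highest log2 fold change there was 0.32. Under NCD odour the inputs changed by -0.35 for Bpifb5, -0.65 for Bpifb9a and -0.38 for Bpifb9b (log2; edgeR adjusted p = 0.117, 0.0141 and 0.0727), so part of the rise in the ratio under NCD odour lies on the input side. With the pulldown's ribosomal RNA share as a covariate the highest adjusted p (edgeR) was 9.6e-07, which argues against the pulldown's share as the whole cause. The input's share, which also differed between the groups, was not in that model, so it is not excluded. Up to 80.5% of the 31-base words of these genes occur in another gene, so which of the copies rose cannot be told apart, although Bpifb5 shares 0% of its words. Phosphorylation of S6 in gland cells under odour may contribute, a hypothesis that no value here tests.

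The activity-dependent genes, which the paper did not analyse in the inputs, were higher there as a list under each odour, by a mean log2 of 0.48 under NCD, 0.59 under BFD and 0.41 under HFD_lard_. Of the 14 genes, 10, 9 and 8 were higher, so the list did not rise as a whole. Each pool with odour lay above every pool without (two-sided exact permutation tests, p = 0.00216 with 6 against 5 pools and p = 0.00794 in both comparisons of 5 against 5, the smallest these designs can give; Benjamini-Hochberg adjusted 0.00648, 0.00794 and 0.00794). With the ribosomal RNA share as a covariate the lowest list median in the inputs was 0.38, so that share is not the whole cause. Activity evoked by odour and handling of the animals apart from the odour cannot be told apart, since 0 groups besides the pools without odour were handled alike without odour.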

How the results depend on the processing

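Normalization on the receptors alone, the ribosomal RNA share as a covariate and the mitochondrial share as a covariate were chosen after seeing the data; the other alternatives were set before the data were examined. Except where a construction is named, the cause of a change was not tested.

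With DESeq2's size factors in place of TMM, and with at least 10 counts on average, each odour's activated receptors were the same genes, 17 under NCD, 34 under BFD and 12 under HFD_lard_. With pseudogenes left out the numbers were 17, 33 and 12. The correlations across receptors stayed between 0.617 and 0.695 for BFD and HFD_lard_ odours and between 0.625 and 0.733 for NCD and HFD_lard_ odours over all settings other than leaving out pools.

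DESeq2 with the same design gave 30 (NCD) and 25 (HFD_lard_) activated receptors, 5 by BFD and HFD_lard_ only, 3 by NCD and HFD_lard_ only and 13 by all 3 odours, with 12 (HFD_lard_ against BFD), 7 (HFD_lard_ against NCD) and 0 (BFD against NCD) receptors in the direct comparisons, and 530, 1782 and 843 other genes changed under NCD, BFD and HFD_lard_. The 0 stands beside 52 receptors at an unadjusted p-value under 0.05 in the same fit. DESeq2 on pulldown divided by input gave 38, 55 and 41 activated receptors, 3 by NCD and HFD_lard_ only and 15 by all 3, with 12 and 8 in the comparisons of HFD_lard_ with BFD and NCD, and 694, 2051 and 1062 other genes. Pulldown libraries only gave 45, 60 and 66, with 13 by BFD and HFD_lard_ only, 3 by NCD and HFD_lard_ only and 17 by all 3. The direct comparisons held 14, 9 and 6 receptors, and 738 (NCD) and 914 (HFD_lard_) other genes changed. In the simulated counts, which kept the differences between the real inputs, this fit made 1870 wrong calls over all genes. Its medians of the activity-dependent genes were 0.55, 0.77 and 0.57.

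Only the groups compared, a fit with fewer samples, gave 4 activated receptors under BFD and 4 under HFD_lard_, 0 by BFD and HFD_lard_ only (18 at an unadjusted p-value under 0.05) and 1 by all 3, with 1 and 5 in the comparisons of HFD_lard_ with BFD and NCD, and 171, 22 and 33 other genes. No filter beyond 1 count gave 7 by all 3, 12, 6 and 5 in the direct comparisons, and 194 (NCD) and 379 (HFD_lard_) other genes. Adjusted over the list alone, where fewer genes are tested, 5 were activated by all 3 and 12, 7 and 5 differed directly. An adjusted p of 0.05 gave 93, 119 and 95 activated receptors, 17, 8 and 44 in the overlaps (BFD and HFD_lard_ only, NCD and HFD_lard_ only, all 3), 13, 7 and 5 in the direct comparisons, 2675, 4642 and 3221 other genes, and 412 receptors that differed between pulldown and input without odour.

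Normalization on the receptors alone gave 11, 18 and 7 activated receptors, 2 by BFD and HFD_lard_ only and 1 by all 3. It gave 955, 2776 and 2094 other genes, of which 4.8%, 3.1% and 2.8% were higher, against 62.8%, 63.6% and 55.3% with TMM. The ribosomal RNA share as a covariate gave 2, 5 and 1 activated receptors, 0 by BFD and HFD_lard_ only and 0 by all 3 (16 and 66 at an unadjusted p-value under 0.05), 19, 19 and 16 other genes (89.5%, 84.2% and 93.8% higher), and 107 receptors that differed without odour. The mitochondrial share as a covariate gave 26 under HFD_lard_ and 12 by all 3, 10, 5 and 5 in the direct comparisons, 342, 2061 and 875 other genes, and medians of the activity-dependent genes of 0.20 (NCD) and 0.34 (BFD) with camera p under 0.05 (0.0434 and 0.00691).

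The pool block of the main design rests on the methods. With no replicate block, 16, 35 and 12 receptors were activated. The medians of the activity-dependent genes were then 0.22 under NCD and 0.27 under BFD odour. In camera these lists passed 0.05, with p-values of 0.0387 and 0.0414. Replicate numbers across odours mark no stated litter, batch or day, and deviations of pools with the same number had a median correlation of 0.021 over 27 pairs, 3 of them over 0.1, so they share only a number. The replicate block across odours, which uses more degrees of freedom, gave 10, 25 and 6 activated receptors, 3 by BFD and HFD_lard_ only and 1 by all 3, and 43, 315 and 84 other genes.

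Leaving out each of the 21 pools in turn gave from 10 to 24 receptors activated by NCD, from 21 to 46 by BFD and from 7 to 20 by HFD_lard_, each highest without BFD replicate 1. The overlaps ran from 3 to 6 (BFD and HFD_lard_ only), from 0 to 1 (NCD and HFD_lard_ only) and from 1 to 11 (all 3), and the direct comparisons from 3 to 10 (HFD_lard_ and BFD), 2 to 5 (HFD_lard_ and NCD) and 2 to 5 (BFD and NCD). Other genes ran from 46 to 311, from 213 to 1520 and from 88 to 502. The correlations stayed between 0.623 and 0.693 and between 0.661 and 0.722. The activity-dependent medians ran from 0.17 to 0.27, 0.17 to 0.34 and 0.10 to 0.22. Without odour the number of receptors that differed ran from 152 to 175 and their median from -0.22 to -0.14. For the difference in distance to HFD_lard_, which does not use the pools without odour, only the 16 pools with odour were left out in turn. This difference ran from -1.24 to 0.02, and its sign changed only without NCD replicate 3. It depends on the number of pools behind each mean, since it lay between -0.29 and 0.02 with an NCD pool left out (5 pools each) and between -1.24 and -0.88 with a BFD pool left out.

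Some small changes of single genes reversed, all of them short of the threshold in edgeR's main test. Pulldown libraries only gave 0.17, 0.22 and 0.10 for Adcy3 and 0.45, 1.03 and 0.49 for Pcdh10 (NCD, BFD, HFD_lard_). The 1.03 for Pcdh10 under BFD odour passed the threshold of 0.001 in that fit, which takes changes of the input for changes of the pulldown and made 1870 wrong calls in the simulated counts. Normalization on the receptors alone gave -0.23, -0.14 and -0.23 for Cnga4, -0.16, -0.25 and -0.29 for Sema7a and -0.092 (BFD) and -0.076 (HFD_lard_) for Egr1. For Cnga4 under NCD, DESeq2 on pulldown divided by input gave -0.0025, no filter -0.014 and the ribosomal RNA share -0.018, and leaving out a pool gave -0.024 to 0.076 (below 0 without no-odour replicate 1 or 6). For Sema7a under HFD_lard_, no replicate block gave -0.0058, no filter -0.0046 and the ribosomal RNA share -0.076, and leaving out a pool gave -0.039 to 0.080 (below 0 without no-odour replicate 1 or 2 or HFD_lard_ replicate 1). Under BFD the ribosomal RNA share gave -0.0039 for Sema7a. Leaving out a pool gave -0.12 to 0.0011 for Adcy3 under BFD (above 0 without BFD replicate 1) and -0.22 to 0.013 for Pcdh10 under NCD (above 0 without no-odour replicate 4). Over the 21 fits that each left out a pool, 1098 of 1155 values of named genes kept their side, 50 lost the threshold and 7 reversed.

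In simulated counts with 200 receptors raised by 2-fold, 19 were recovered, each of them among the 98 with pulldown counts above the receptors' median of 32.5. With 4 times the counts and the same spread between pools 27 were recovered, again each of them among those 98, so depth limits part of the calls and most of the raised receptors stayed below the threshold at either depth. Among genes of any kind, 59 of 100 changed by 2-fold were recovered.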

Differences from the paper's values

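The number of receptors activated by NCD odour was 17, against the paper's 36. Of the alternatives set before the data were examined, DESeq2 with the same design (30), DESeq2 on pulldown divided by input (38), pulldown libraries only (45) and leaving out BFD replicate 1 (24) gave a number within 1.5 times the paper's, and the other alternatives did not.

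HFD_lard_ odour activated 12 receptors, against the paper's 45. DESeq2 on pulldown divided by input (41) and pulldown libraries only (66) came within 1.5 times the paper's number, and none of the other alternatives set before the data were examined did. The methods name DESeq2 and a division of the pulldown by the input.

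By NCD and HFD_lard_ odours only, 0 receptors were activated, against the paper's 3, while 28 were higher in both and not under BFD odour at an unadjusted p-value under 0.05. The number was 3 with DESeq2 with the same design, with DESeq2 on pulldown divided by input and with pulldown libraries only, and the other alternatives set before the data were examined did not come within 1.5 times of it.

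By all 3 odours, 3 receptors were activated, against the paper's about 11 in Fig. 1e, read by eye. DESeq2 with the same design (13), DESeq2 on pulldown divided by input (15) and leaving out BFD replicate 1 (11) closed the gap, as did the mitochondrial share as a covariate (12), an alternative chosen after seeing the values. The other alternatives set before the data were examined did not.

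The paper ranks HFD_lard_ odour first and NCD odour last by the number of activated receptors. Here BFD odour activated the most (34) and HFD_lard_ odour the fewest (12). Of the settings run, only pulldown libraries only gave the paper's order, with 66, 60 and 45 receptors for HFD_lard_, BFD and NCD odours. DESeq2 on pulldown divided by input gave 41, 55 and 38.

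The paper presents BFD odour as closer to HFD_lard_ odour than NCD odour is, first from the volatile profiles of the diets, which these data do not cover, and then from the receptors. The exclusive overlaps had that order (7 against 0), as they did with DESeq2 with the same design (5 against 3), DESeq2 on pulldown divided by input (7 against 3) and pulldown libraries only (13 against 3). Both were 0 in fits on only the groups compared (18 and 31 at an unadjusted p-value under 0.05) and, in a setting chosen after seeing the values, with the ribosomal RNA share as a covariate (16 and 23). The distance over all receptors did not separate the odours (12.7 from NCD odour and 13.2 from BFD odour, exact permutation test, p = 0.342). The NCD mean rests on 1 pool more, which shortens its distance, and with each NCD pool left out in turn the difference lay between -0.29 and 0.02.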

Other observations

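The tests of chance in the regrouping of pools (except for pulldown against input), and those of more receptor RNA in the tissue, of the ribosomal RNA share, of carry-over and of mature neurons as explanations of the family's rise, were chosen after the results were seen.

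Regrouping the pools gave a view of what chance allows. For the receptors activated by each odour, 1 of 100 splits of the pools with odour and without, the real one, gave as many receptors. For the difference between the exclusive overlaps (7 receptors for BFD and HFD_lard_ odours, 0 for NCD and HFD_lard_ odours), 6 of 100 exchanges of NCD and BFD pools, the real one included, gave one as large in either direction, so chance is not excluded for that difference. Of these, 4 favoured NCD and HFD_lard_ odours, and 2, the real one and 1 other, favoured BFD and HFD_lard_ odours, so a count in that direction alone is under 1 in 20. For pulldown against input without odour, 1 of 16 exchanges within pools gave as many receptors, and this design cannot give a share under 0.05.

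The receptors rose as a family. Their median log2 fold change over no odour was 0.23 under NCD, 0.29 under BFD and 0.27 under HFD_lard_, while the median of all genes lay between -0.01 and 0.00, and 67.7%, 70.6% and 70.2% of the 908 receptors were higher. The rise is relative to all genes, since normalization on the receptors alone put the receptor medians at -0.01, -0.03 and -0.02 and the median of all genes at -0.24, -0.32 and -0.30. Genes matched to the receptors in GC content and length had a median of at most 0.036, which argues against those properties. More receptor RNA in the tissue is argued against by the inputs, where the receptor median was at most 0.074 above that of all genes. The receptors' share of all input counts did rise, by 0.32 (log2), but their share of the input counts other than ribosomal RNA rose by 0.067, against 0.27 in the pulldowns. With the pulldown's ribosomal RNA share as a covariate the lowest receptor median was 0.22 above that of all genes. The input's ribosomal RNA share was not in that model, so it is not excluded. Another covariate was the log2 ratio of the pulldown's mitochondrial share to that of its input, which may track carry-over of input RNA. With it the lowest receptor median was 0.23 above that of all genes. A higher pulldown of mature olfactory sensory neurons as a whole may contribute and is not excluded, because 9 of 30 values of mature neuron genes over the 3 odours lay at or above the receptor median, and these genes went both ways, from -0.32 to 1.33. A broad response of receptor neurons to food odours stays open as a hypothesis.

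With the ribosomal RNA share as a covariate the activated receptors fell to 2 under NCD, 5 under BFD and 1 under HFD_lard_. Smaller fold changes once the share is taken out do not explain the loss as a whole, because the receptors activated without the covariate kept at least 88.2% of their median log2 fold change, and all 17, 34 and 12 of them had an unadjusted p-value under 0.05. The share differs between the pools with and without odour, so the covariate and the odour overlap in this design.

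Activated receptors lay near each other. Of the 37 activated by any odour, 19 had another activated receptor within 50000 bases, against a mean of 5.94 in 10000 random sets of receptors at the same expression (permutation p = 0.0003), which argues against chance placement. Among those with under 10% of their 31-base words in other genes, 5 of 19 did, against 1.48 (permutation p = 0.0367), so reads shared between similar copies are not the whole cause at that level, with few receptors behind the value. Similar ligands for neighbouring receptors may contribute, a hypothesis that these values do not test.

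The list of 14 activity-dependent genes had a median log2 fold change of the pulldown-to-input ratio of 0.22 under NCD, 0.24 under BFD and 0.14 under HFD_lard_. None passed 0.05 in camera with a preset correlation (p = 0.0574, 0.0539 and 0.191), in fry (p = 0.103, 0.0507 and 0.251) or in camera with an estimated correlation (p = 0.395, 0.388 and 0.556). Of 100 splits, 2, 11 and 17 gave a median as far from 0. In the pulldown libraries alone the list rose by 0.55, 0.77 and 0.57, and in the inputs by 0.41, 0.82 and 0.35.

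Without odour the pulldown was enriched in some cell types over others. The median log2 pulldown-to-input ratio was 2.11 for 5 blood genes, 1.76 for 6 myeloid genes, 0.65 for 5 genes of globose basal cells, 0.58 for 5 genes of respiratory ciliated cells, 0.50 for 6 genes of immature and 0.39 for 10 genes of mature olfactory sensory neurons, against -1.67 for 6 sustentacular genes and -2.15 for 4 genes of horizontal basal cells. No explanation was tested for these ratios.

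Genes that the paper names in experiments on olfactory sensory neurons were also measured here. The pulldown-to-input ratio of Omp rose under each odour, by 0.42 (NCD), 0.64 (BFD) and 0.42 (HFD_lard_). Its edgeR adjusted p was under 0.001 under BFD only (0.000189, against 0.00789 and 0.00772). Mean Omp in the pulldowns was 6717.1 CPM without odour and 8266.2, 7688.4 and 7457.3 under NCD, BFD and HFD_lard_ odours. In the inputs it was 7066.5 CPM without odour and 6465.6, 5164.7 and 5832.7, so part of the rise in the ratio lies on the input side. The ratio of Egr1 rose by 0.31, 0.23 and 0.22, and that of Neurog1 changed by -0.32, -0.48 and -0.37, none of them past 0.001 (lowest edgeR adjusted p 0.0148). Mean Egr1 itself was higher under each odour, at 98.1, 98.9 and 85.9 CPM in the pulldowns against 43.3 without odour. In the inputs it was 41.6, 43.9 and 38.9 CPM against 22.8. A rise shared by pulldown and input cancels in the ratio. The ratios of Adcy3 (-0.12, -0.08 and -0.17), Cnga4 (0.01, 0.18 and 0.06), Sema7a (0.08, 0.06 and 0.01) and Pcdh10 (-0.15, -0.31 and -0.21) did not pass it either. Mean Pcdh10 was also higher in both libraries under each odour, at 68.4, 101.5 and 69.6 CPM in the pulldowns against 49.9. In the inputs it was 23.1, 37.6 and 24.5 CPM against 15.1.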
